# FOXA2 alleviates CCl_4_-induced liver fibrosis by protecting hepatocytes in mice

**DOI:** 10.1038/s41598-017-15831-6

**Published:** 2017-11-14

**Authors:** Wei Wang, Li-Jia Yao, Weifeng Shen, Kai Ding, Pei-Mei Shi, Fei Chen, Jin He, Jin Ding, Xin Zhang, Wei-Fen Xie

## Abstract

The liver-enriched transcription factor Forkhead Box A2 (FOXA2) has been reported to be involved in bile acid homeostasis and bile duct development. However, the role of FOXA2 in liver fibrogenesis remains undefined. In this study, we found that the abundance of FOXA2 was significantly lower in fibrotic livers of patients and mice treated with CCl_4_ than in controls. Interestingly, the expression level of FOXA2 decreased in hepatocytes, whereas FOXA2 was elevated in hepatic stellate cells (HSCs) of mouse fibrotic livers. Hepatocyte-specific ablation of FOXA2 in adult mice exacerbated liver fibrosis induced by CCl_4_. Either lentivirus LV-CMV-FOXA2 mediated FOXA2 overexpression in the liver or adeno-associated virus AAV8-TBG-FOXA2-mediated hepatocyte-specific upregulation of FOXA2 alleviated hepatic fibrosis. Overexpression of FOXA2 in HSCs did not obviously affect hepatic fibrogenesis. Additionally, FOXA2 knockout in hepatocytes resulted in aberrant transcription of metabolic genes. Furthermore, hepatocyte-specific knockout of FOXA2 enhanced endoplasmic reticulum stress (ER stress) and the apoptosis of hepatocytes, whereas FOXA2 overexpression in hepatocytes suppressed ER stress and hepatocyte apoptosis in mouse fibrotic livers. In conclusion, our findings suggested that FOXA2-mediated hepatocyte protection has a therapeutic role in hepatic fibrosis, and thus may be a new, promising anti-fibrotic option for treating chronic liver diseases.

## Introduction

Various chronic liver injuries induced by persistent infections, alcohol abuse, chemical insults, and metabolic or autoimmune reactions can give rise to fibrosis, cirrhosis, liver failure and even tumour formation^1–3^. Hepatic fibrosis is an early stage of cirrhosis that is a result of pathological deposition of extracellular matrix (ECM) in the liver. It has been well documented that the activation of hepatic stellate cells (HSCs) is the key event in hepatic fibrogenesis^4^. Stimulation of chronic injury may lead to perpetuation and acceleration of HSC activation with increased ECM synthesis and impaired ECM degradation (fibrolysis), thus resulting in the disruption of the normal liver architecture and ultimately in cirrhosis^3^. Therefore, activated HSCs have become an attractive target for antifibrotic therapy in the past few decades. However, recent studies have indicated that HSCs also play a critical role in the process of liver development and regeneration^5^. A variety of mitogenic factors produced by HSCs promote liver regeneration by affecting hepatocytes, progenitor cells or bone marrow-derived mesenchymal stem cells (MSCs)^6,7^. In addition, HSCs play a potential role in liver regeneration through transdifferentiation into liver progenitor cells^8^. Thus, anti-fibrosis therapy targeted to HSCs may affect liver regeneration.

Mammalian hepatocyte nuclear factors (HNFs), including HNF1, HNF3, HNF4, HNF6 and CCAAT/enhancer-binding proteins, form a transcriptional network controlling hepatocyte differentiation and function during embryonic development and liver homeostasis in adults^9^. Our previous studies have demonstrated that forced expression of either HNF1α or HNF4α alleviates hepatic fibrosis by protecting hepatocytes against damage or inhibiting epithelial-mesenchymal transition (EMT) in hepatocytes^10,11^. Remarkably, reprogramming the transcription factor network in hepatocytes by HNF4α reverses dysfunctional hepatocytes and hepatic failure^12^. Together, these data suggest that HNFs may be potential therapeutic targets for treating liver fibrosis.

Forkhead box A2 (FOXA2), also known as HNF3β, is one of the transcriptional regulators of the HNF3 family^13^. FOXA2 cooperates with FOXA1 (also known as HNF3α) to establish competence in the foregut endoderm and is required for the initiation of liver development^14^. Both FOXA1 and FOXA2 are positive regulators of bile duct development in mice^15^. In the adult liver, FOXA2 is critical for glucose and lipid homeostasis^16,17^. The quantity of FOXA2 appears to steadily decline in liver injury with various aetiologies^18^. Deletion of FOXA2 in the liver at late gestation leads to decreased transcription of genes encoding bile acid transporters and conjugation enzymes, thus disturbing bile acid homeostasis, endoplasmic reticulum (ER) stress and liver injury^19^. In addition, one recent study has demonstrated that FOXA2 mediates the therapeutic effects of biliary-committed progenitor cells during cholestatic liver injury^20^. More importantly, FOXA1 and FOXA2 have been found to be essential for sexual dimorphic hepatocellular carcinoma (HCC) in mice^21^. Our recent study has revealed an inhibitory effect of FOXA2 in the metastasis of hepatocellular carcinoma^22^. However, there is no direct evidence showing a relationship between FOXA2 and liver fibrosis.

In this study, we generated mutant mice in which FOXA2 was specifically deleted in hepatocytes and demonstrated that FOXA2 knockout in hepatocytes exacerbated liver fibrosis induced by CCl_4_. Additionally, by using three distinct viruses to deliver the expression of FOXA2 into the liver, we found that FOXA2 attenuated liver fibrosis by protecting hepatocytes from endoplasmic reticulum stress (ER stress) and apoptosis.

## Results

### FOXA2 expression is downregulated after hepatic fibrogenesis

To explore the role of FOXA2 in hepatic fibrosis, we first examined FOXA2 expression levels in the livers of 8 human controls and 30 patients with liver fibrosis or cirrhosis by using RT-PCR. The results revealed that FOXA2 was significantly downregulated in fibrotic livers compared with controls (Fig. 1a). Immunohistochemistry indicated only faint staining of FOXA2 in the nuclei of cells in human fibrotic livers, whereas FOXA2 was clearly present in the nuclei of controls (Fig. 1b). We then evaluated the expression of FOXA2 in mouse fibrotic livers. Male C57/B6 mice were injected intraperitoneally with CCl_4_ biweekly for 5 weeks to establish a hepatic fibrosis mouse model. Along with these fibrotic changes, staining with H&E and Sirius red confirmed collagen accumulation, a characteristic of liver fibrosis (Fig. 1c). As expected, FOXA2 also significantly declined in mouse livers during the progression of hepatic fibrosis (Fig. 1c,d and e), a result consistent with alterations in humans. Together, these findings indicated that progressive liver fibrosis is associated with decreased FOXA2 expression.

**Figure 1:**
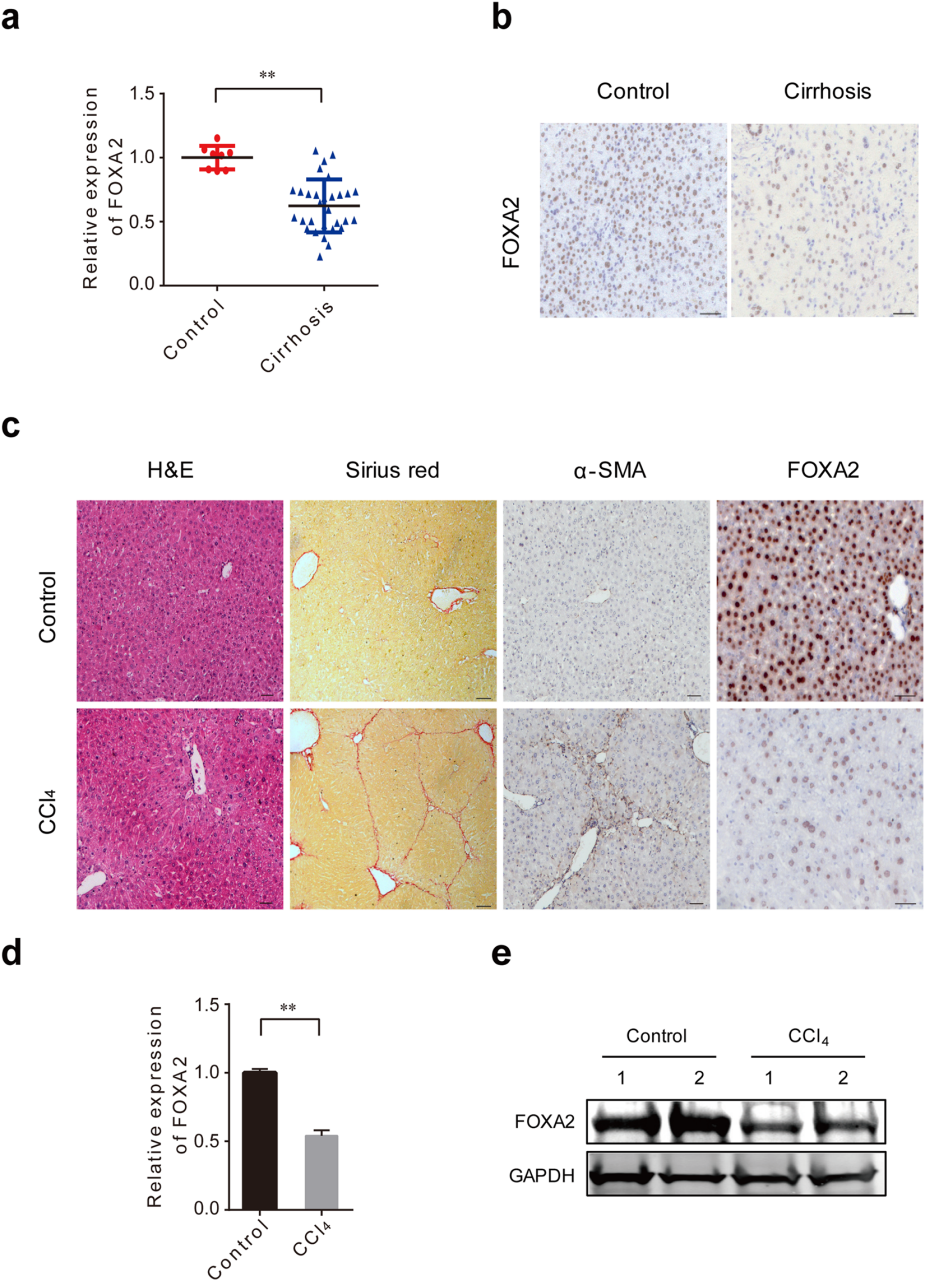
FOXA2 expression is lower in fibrotic livers. (**a**) A scatter dot plot showing FOXA2 expression in 8 human controls and 30 fibrotic or cirrhotic specimens, as evaluated by PCR analysis. The black horizontal line in the middle indicates the median value. Data are normalized to β-actin, and the *P* value was calculated by Wilcoxon’s matched pair test (*P* = 0.0079). **P < 0.01. (**b**) Immunohistochemistry was carried out to assess FOXA2 expression in the livers from patients. Scale bars, 50 μm. (**c**) The expression of FOXA2 and the degree of fibrosis in the liver tissues of the CCl_4_-treated mice are shown through immunohistochemistry, Haematoxylin and eosin (H&E) and Sirius red staining. Scale bars, 50 μm. (**d**) The mRNA levels of FOXA2 in the livers were detected by real-time PCR. **P < 0.01. (n = 6 in each group) (**e**) The protein levels of FOXA2 from two individual mouse livers of 5-week CCl_4_-treated mice and normal controls were detected by western blotting.

### FOXA2 expression is downregulated in hepatocytes and upregulated in activated HSCs during liver fibrogenesis

Immunohistochemistry revealed that both hepatocytes and non-parenchymal cells expressed FOXA2 in normal mouse livers (Fig. 2a). Interestingly, immunofluorescence staining revealed that FOXA2 expression was decreased in hepatocytes and increased in activated HSCs during liver fibrogenesis (Fig. 2b). Furthermore, the levels of FOXA2 mRNA and protein in primary hepatocytes isolated from fibrotic mice were also markedly decreased (Fig. 2c and d). In contrast, compared with the quiescent HSCs from normal livers, the activated HSCs isolated from fibrotic livers expressed a dramatically higher level of FOXA2 (Fig. 2e and f). Collectively, these data indicated that FOXA2 may play distinct biological roles in hepatocytes and HSCs during hepatic fibrosis.

**Figure 2:**
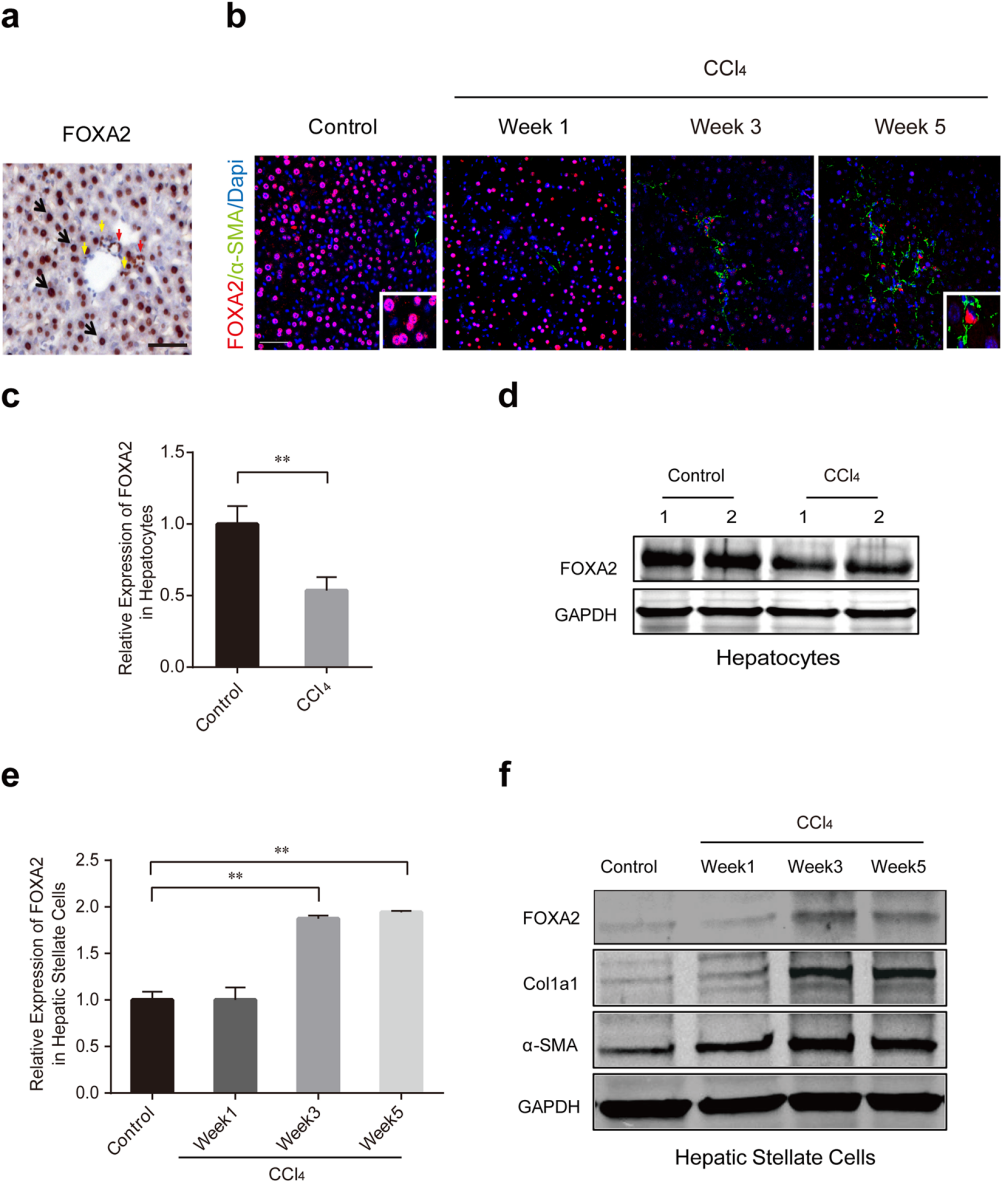
FOXA2 is downregulated in hepatocytes but upregulated in HSCs in fibrotic livers. (**a**) Immunohistochemical staining of FOXA2 in normal mouse livers. FOXA2 was detected in the nuclei of hepatocytes (black arrow), cholangiocytes (red arrow) and other non-parenchymal cells (yellow arrow). Scale bar, 50 μm. (**b**) Immunofluorescence staining showing the levels of FOXA2 (red) and α-SMA (green) in the hepatic tissues from control and CCl_4_-treated mice. The cell nuclei (blue) were counterstained with DAPI. Scale bars, 50 μm. (**c**,**d**) Real-time PCR and western blot analysis of FOXA2 expression in the primary hepatocytes derived from normal control individuals and fibrosis livers treated with CCl_4_ for 5 weeks. (**e**) The mRNA level of FOXA2 and (**f**) the protein level of FOXA2, α-SMA and Col1a1 in the HSCs isolated from control and fibrotic liver tissues after CCl_4_ injection were detected (n ≥ 3 in each group). **P < 0.01.

### Deletion of FOXA2 in hepatocytes aggravates hepatic fibrosis

To examine the function of FOXA2 in hepatocytes after liver fibrogenesis, hepatocyte-specific FOXA2-deficient (FOXA2^H-KO^) mice were created by using Cre-loxP-based recombination. Replication-incompetent AAV8-TBG-Cre virus for Cre expression under the control of hepatocyte-specific thyroid-binding globulin (TBG) promoter was used for hepatocyte-specific expression of Cre recombinase^23^. Adult FOXA2^f/f^ mice were injected with AAV8-TBG-Cre to knock out FOXA2 specifically in hepatocytes (Fig. 3a). Real-time PCR analysis revealed that FOXA2 expression was eliminated in hepatocytes but retained in non-parenchymal cells (duct cells, HSCs and endothelial cells, etc.) in the livers of FOXA2^H-KO^ mice (Fig. 3b); this finding was further confirmed by immunohistochemistry (Fig. 3c). The liver fibrosis was induced by a 4-week treatment of CCl_4_ (Fig. 3a). The liver weight is significantly decreased in the FOXA2^H-KO^ fibrotic mice compared with the FOXA2^f/f^ fibrotic mice (Supplementary Fig. 1a). As shown in Fig. 3d, the fibrotic livers of FOXA2^H-KO^ mice had more ECM deposition than the livers treated with control virus. FOXA2^H-KO^ increased the ECM area by 75.32% in the fibrotic model compared with that in controls (*P* < 0.01) (Fig. 3d). Meanwhile, the FOXA2^H-KO^ group had much higher hydroxyproline content compared with the control group (185.52 ± 24.87 μg/mg vs 126.63 ± 17.92 μg/mg, *P* < 0.01) (Fig. 3e). In addition, the α-SMA level was increased by FOXA2 deletion, suggesting that the activation of HSCs was enhanced (Fig. 3d). Similarly, the mRNA levels of the fibrotic markers Acta2 (encoding α-SMA) and Col1a1 (encoding a1 (I) collagen) were notably upregulated in the fibrotic livers of FOXA2^H-KO^ mice (Fig. 3f); this finding coincided with the high protein expression of the fibrotic genes shown in the western blot (Fig. 3g). Together, these data indicated that hepatocyte-specific excision of FOXA2 promotes liver fibrosis in mice.

**Figure 3:**
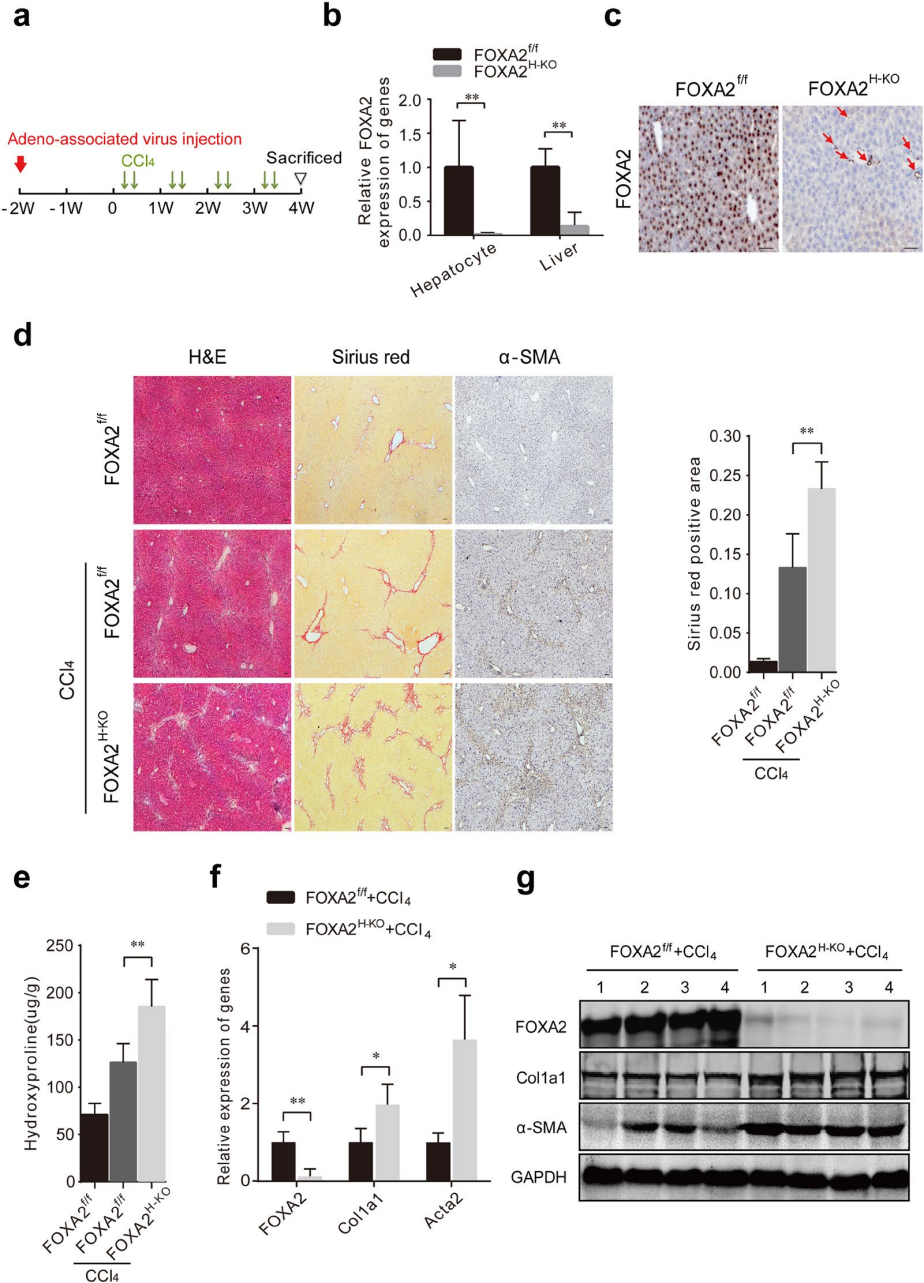
Hepatocyte-specific ablation of FOXA2 promotes liver fibrosis in mice. (**a**) Schematic representation of induction of hepatic fibrosis. Adeno-associated virus AAV8-TBG-Control or AAV8-TBG-Cre was injected via the tail vein of FOXA2^flox/flox^ (FOXA2^f/f^) mice 2 weeks before CCl_4_ administration. Hepatic fibrosis was induced by injection of CCl_4_ two times per week for 4 weeks. The mice were sacrificed on the third day after the last injection of CCl_4_. (**b**) The FOXA2 mRNA in hepatocytes and livers of adult FOXA2^f/f^ and FOXA2^H-KO^ mice was analysed by real-time PCR (n = 4). (**c**) The expression of FOXA2 was determined by using immunohistochemistry. FOXA2 was almost absent in the hepatocytes of FOXA2^H-KO^ mice. Residual FOXA2 staining remained in the nuclei of non-parenchymal cells (red arrow). Scale bars, 50 μm. (**d**) Representative sections from livers stained for α-SMA using immunohistochemistry. Liver morphology in wild type (WT), control and mutant fibrotic mice was analysed with H&E and Sirius red staining. Scale bars, 50 μm. Right panel: Semi-quantitative analysis of Sirius red staining in the fibrotic livers of each group. (**e**) The amount of hydroxyproline in the fibrotic livers was significantly increased in mice with FOXA2 gene excision. (**f**,**g**) The mRNA levels (**f**) and the protein levels (**g**) of FOXA2, Col1a1 and Acta2 in the livers were assessed by real-time PCR and western blotting (n = 6 mice in each group). *P < 0.05, **P < 0.01, ***P < 0.001.

### FOXA2 overexpression in the liver mitigates hepatic fibrosis

Because deletion of FOXA2 in hepatocytes exacerbates the development of hepatic fibrosis, we wondered how FOXA2 upregulation might affect liver fibrosis. Lentivirus for FOXA2 expression under the control of the CMV promoter, LV-CMV-FOXA2, was used to upregulate the expression of FOXA2 in the liver (Fig. 4a). As expected, both hepatocytes and HSCs exhibited significantly higher FOXA2 expression after FOXA2 delivery (Fig. 4b). In addition, a single dose of LV-CMV-FOXA2 injection dramatically enhanced FOXA2 expression in the fibrotic livers and increased the liver weight of the mice with 5-week CCl_4_ treatment (Fig. 4c–e and Supplementary Fig. 1b). Intriguingly, LV-CMV-FOXA2 administration inhibited the development of hepatic fibrosis, as confirmed by H&E and Sirius red staining (Fig. 4c). Quantification indicated that the Sirius red-positive area was significantly lower (by 65.32%) in the fibrotic livers of the mice with LV-CMV-FOXA2 delivery than that in the livers of the control virus group (*P* < 0.01) (Fig. 4c). Furthermore, a quantitative analysis indicated that, compared with hydroxyproline in the livers of the controls (376.81 ± 43.37 μg/mg), hydroxyproline in livers receiving LV-CMV-FOXA2 (249.93 ± 38.40 μg/mg,* P *< 0.01) was significantly lower (Fig. 4f). The accumulation of Acta2 and Col1a1 in fibrotic livers was also suppressed by FOXA2 overexpression (Fig. 4c–e).

**Figure 4:**
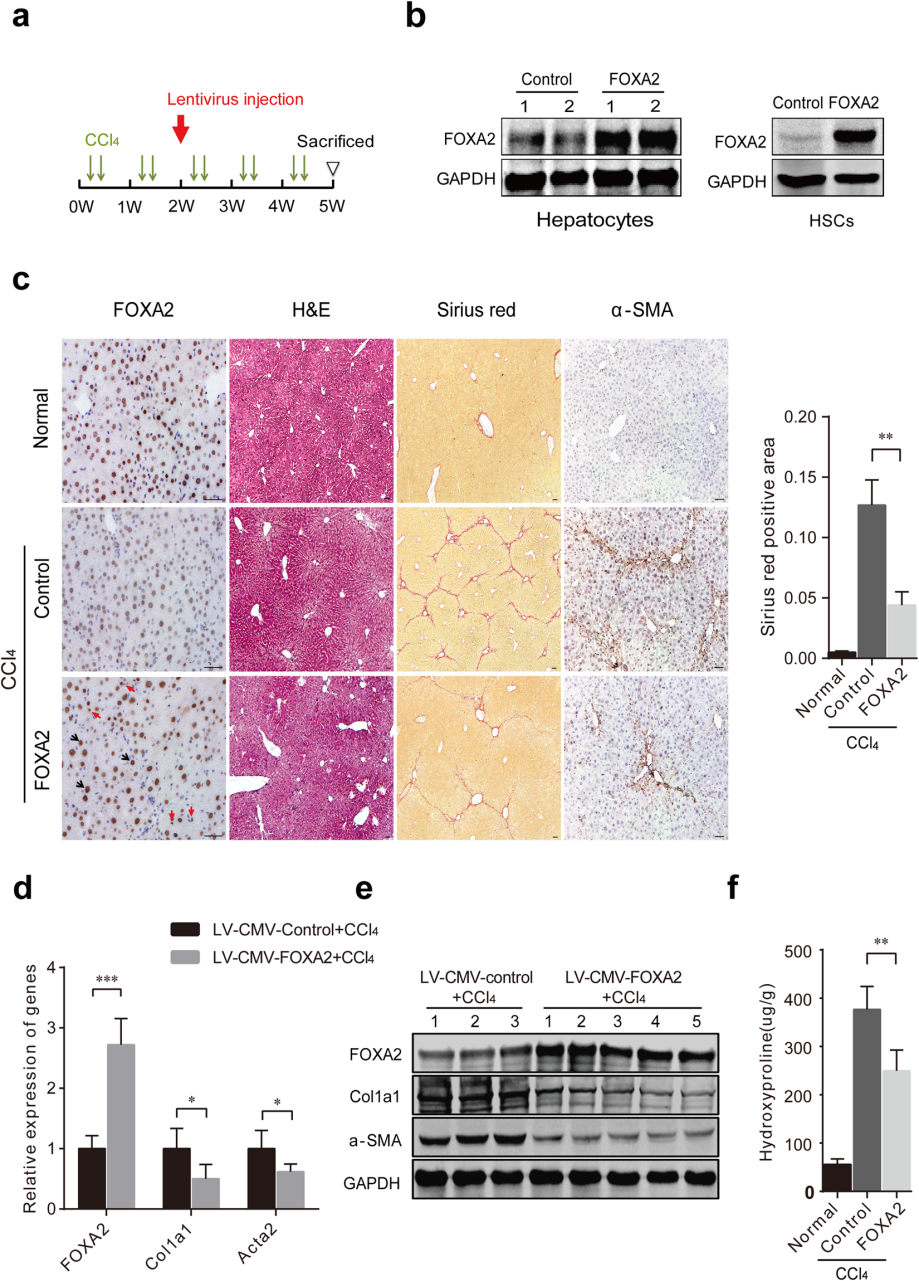
Upregulation of FOXA2 in the liver ameliorates fibrogenesis. (**a**) A single dose of a lentivirus carrying the FOXA2 gene or a single dose of control virus was injected via the tail vein of C57Bl/6 J mice 2 weeks after the first CCl_4_ injection. The fibrotic livers from the mice were analysed 5 weeks after CCl_4_ treatment. (**b**) Western blot for FOXA2 protein expression in primary hepatocytes and HSCs isolated from mice treated with control virus or LV-CMV-FOXA2. (**c**) The expression levels of FOXA2 and α-SMA in the fibrotic livers were assessed by immunohistochemistry. Enhanced FOXA2 expression was located in hepatocytes (black arrow) and non-parenchymal cells (red arrow) in the liver injected with LV-CMV-FOXA2. H&E and Sirius red staining were used to examine the pathological alterations and collagen deposition. Semi-quantitative analysis of Sirius red staining in the fibrotic livers after FOXA2 gene delivery was compared with that in controls (right). Scale bars, 50 μm. (**d**,**e**) The mRNA levels (**d**) and the protein levels (**e**) of FOXA2, fibrogenic markers (Acta2 and Col1a1) in the fibrotic livers were detected by real-time PCR and western blotting, respectively. (**f**) The hydroxyproline content in mouse livers from each group (n = 6 mice in each group). *P < 0.05, **P < 0.01, ***P < 0.001.

### Hepatocyte-specific overexpression of FOXA2 alleviates liver fibrosis

To further explore the effects of hepatocyte expression of FOXA2 on fibrosis, a single dose of AAV8-TBG-FOXA2 or the control virus AAV8-TBG was injected into the mice 1 week after the first CCl_4_ injection. The mice were sacrificed after a 5-week CCl_4_ treatment (Fig. 5a). Immunofluorescence and immunohistochemistry revealed more pronounced FOXA2 staining in hepatocytes in the mice treated with AAV8-TBG-FOXA2 (Fig. 5b and c). In addition, hepatocyte-specific upregulation of FOXA2 in the livers resulted in lower ECM deposition (by 45.94%) than that in the livers of control mice (Fig. 5c and d). Moreover, FOXA2 delivery to hepatocytes also resulted in lower hydroxyproline in the livers (354.14 ± 141.90 μg/mg) vs. controls (547.80 ± 78.37 μg/mg, *P* < 0.05) (Fig. 5e). Moreover, the levels of pro-fibrotic markers (α-SMA and Col1a1) were significantly lower in the fibrotic livers from the mice treated with AAV8-TBG-FOXA2 than the livers from their control counterparts (Fig. 5f and g). In addition, compared to controls, overexpression FOXA2 in hepatocytes also increased liver weight (Supplementary Fig. 1c). These findings indicated that upregulation of FOXA2 in hepatocytes significantly relieves hepatic fibrosis.

**Figure 5:**
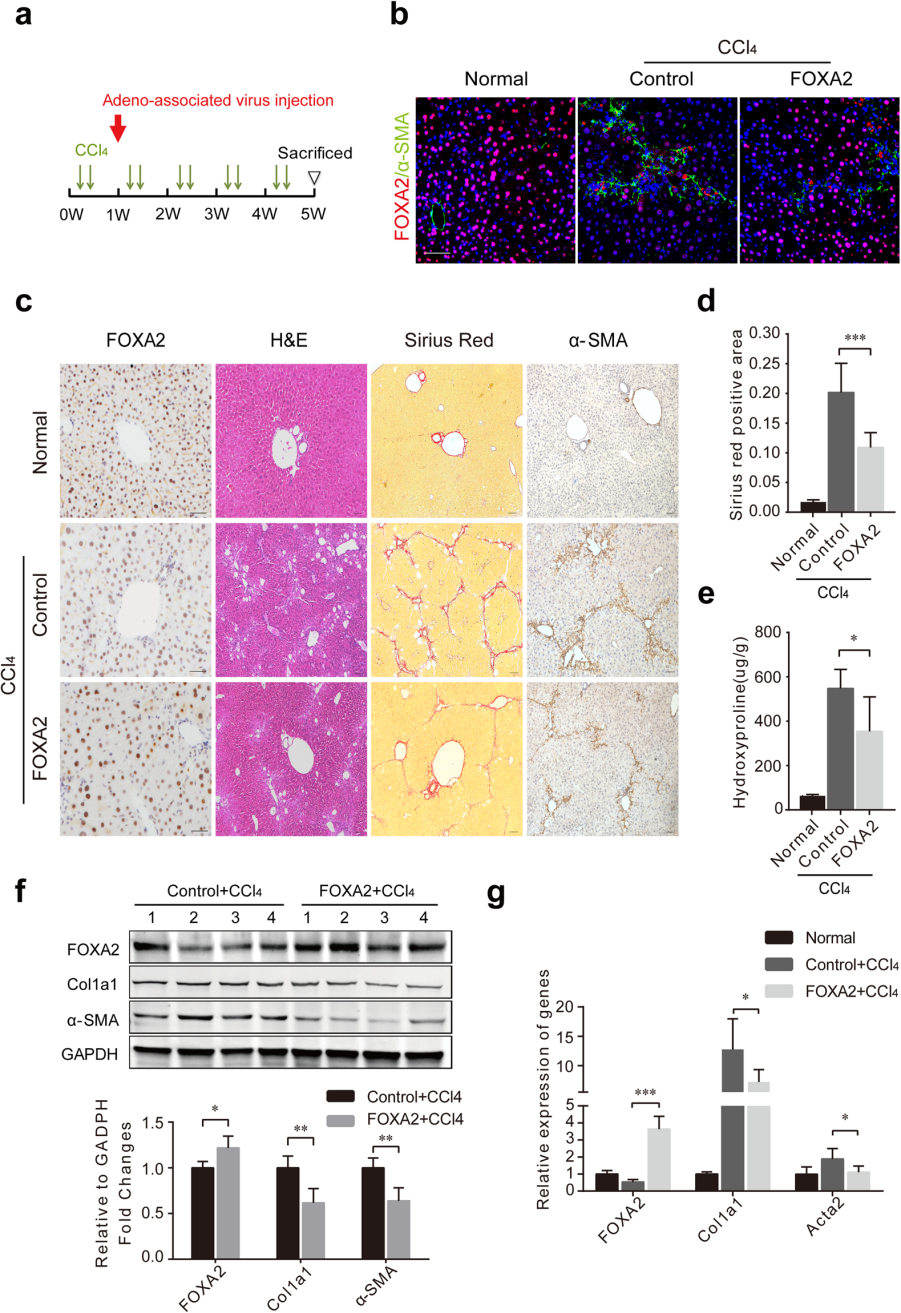
Hepatocyte-specific overexpression of FOXA2 alleviates liver fibrosis. (**a**) The hepatocyte-specific FOXA2 overexpression model was generated by injecting virus AAV8-TBG-FOXA2 via the tail vein in C57Bl/6 J mice 1 week after the first CCl_4_ injection. Mice were sacrificed 5 weeks after CCl_4_ administration. (**b**) Immunofluorescence staining showed the expression of FOXA2 and α-SMA. More staining for FOXA2 was located in hepatocytes after FOXA2 gene delivery. Scale bars, 50 μm. (**c**) Immunohistochemistry staining for FOXA2 and α-SMA. H&E and Sirius red staining were performed to evaluate the pathological alterations and ECM deposition. Scale bars, 50 μm. (**d**) Semi-quantitative analysis of Sirius red staining of the livers from each group mice. (**e**) The amount of hydroxyproline in mouse livers. (**f**,**g**) The protein levels (**f**) and the mRNA levels (**g**) of FOXA2 and fibrogenic genes (Col1a1 and Acta2) in mouse livers (n = 8–10 mice in each group). *P < 0.05, **P < 0.01, ***P < 0.001.

### Pre-overexpression of FOXA2 in HSCs plays an insignificant role in liver fibrosis

It is well known that HSCs are the primary effector cells that orchestrate the deposition of ECM in fibrotic livers^1,24^. To explore the role of FOXA2 in HSCs of fibrotic livers, the lentivirus LVX-GFAP-FOXA2 was used to specifically deliver FOXA2 expression under control of the glial fibrillary acidic protein (GFAP) promoter in HSCs. A single dose of LVX-GFAP-FOXA2 or the control virus LVX-GFAP was injected into the mice before CCl_4_ treatment (Fig. 6a). Real-time PCR analysis indicated that FOXA2 expression was enhanced by approximately 3.7 times in HSCs isolated from mice treated with LVX-GFAP-FOXA2 compared with the control mice. No alteration in primary hepatocytes from the two groups was observed (Fig. 6b). After a 5-week CCl_4_ treatment, double immunofluorescence staining also showed intensive expression of FOXA2 located in the activated HSCs of the mice injected with LVX-GFAP-FOXA2 (Fig. 6c). However, both immunofluorescence and immunohistochemical staining showed that LVX-GFAP-FOXA2 did not alter staining of α-SMA in fibrous areas (Fig. 6c and d). Similarly, comparisons between the control group and GFAP-FOXA2 group did not indicate notable differences in ECM deposition (Fig. 6d and e) and hydroxyproline in the livers (516.79 ± 73.94 μg/mg vs 486.66 ± 25.77 μg/mg, *P* > 0.05) (Fig. 6f). Additionally, there was no obvious difference in the expression of Col1a1 and α-SMA between the two groups (Fig. 6g and h). These data demonstrated that FOXA2 upregulation in HSCs has no obvious effect on the pathogenic development of liver fibrosis.

**Figure 6:**
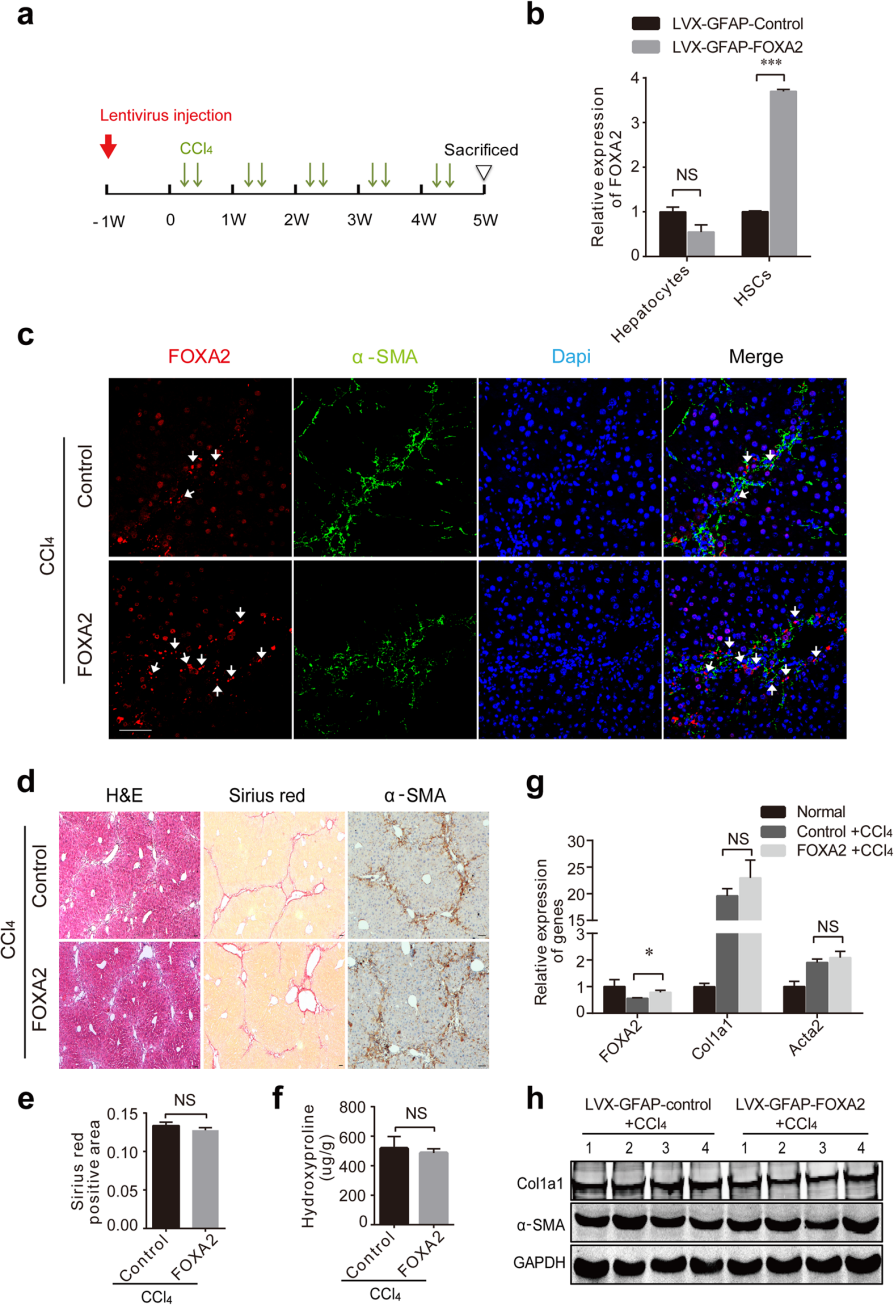
Overexpression of FOXA2 in HSC does not significantly affect liver fibrosis. (**a**) A single dose of LVX-GFAP-FOXA2 was injected via the tail vein one week before CCl_4_ administration. (**b**) FOXA2 mRNA levels in primary hepatocytes and HSCs from LV-GFAP-Control and LV-GFAP-FOXA2 mice were determined by RT-PCR analysis. (**c**) Immunofluorescence showed overexpression of FOXA2 in HSCs in the fibrotic liver (white arrow). (**d**) H&E and Sirius red staining of the fibrotic livers and immunohistochemistry staining of α-SMA. Scale bars, 50 μm. (**e**) Semi-quantitative analysis of Sirius red staining was used to analyse ECM deposition. (**f**) Liver lysates were analysed for hydroxyproline. (**g**) FOXA2, Acta2 and Col1a1 expression in liver tissues from LV-GFAP-Control and LV-GFAP-FOXA2-treated fibrotic mice, as determined by real-time PCR (n = 6 mice in each group). (**h**) The protein levels of Col1a1 and α-SMA in the liver tissues. *P < 0.05, ***P < 0.001.

### FOXA2 modulates ER stress in liver fibrosis

Previous studies have demonstrated that FOXA2 plays a vital part in regulating metabolic genes in the liver^16,25^. 

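Primary hepatocytes were isolated from 3 male FOXA2 f/f and 3 male FOXA2 H-KO mice with CCl_4_-induced fibrosis, and the hepatocytes of each mouse gave one RNA-seq library. FOXA2 f/f mice carry Foxa2 alleles flanked by loxP sites and received a control virus. FOXA2 H-KO mice are FOXA2 f/f mice that received AAV8-TBG-Cre, an adeno-associated virus that expresses Cre recombinase from the hepatocyte-specific TBG promoter. The viruses were given 2 weeks before CCl_4_, CCl_4_ was injected at 0.25 ml/kg 2 times per week for 4 weeks, and hepatocytes were prepared by collagenase perfusion and low-speed centrifugation. Poly-A mRNA was made into paired-end TruSeq libraries and sequenced on an Illumina HiSeq. The labels number the libraries of each group 1, 2 and 4, whereas Fig. 7a numbers its columns from 1 to 3. The libraries were joined to the labels in order, so that the replicate numbers given here rest on this assumption.

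For each library the authors deposited the number of fragments counted on each of 34745 Ensembl genes, without normalization, and FPKM values that follow from these counts. The paper's text does not name the aligner, the counting tool, the genome build, the annotation or the test behind the differentially expressed genes. The counts summed to 25597801, 20983455 and 28327765 in FOXA2 f/f replicates 1, 2 and 4, and to 24208620, 24501191 and 21793475 in FOXA2 H-KO replicates 1, 2 and 4. Starting from these counts, libraries were scaled by edgeR's TMM method, with factors from 0.87 to 1.124, and 14417 genes had enough counts to be tested. FOXA2 H-KO was compared with FOXA2 f/f by edgeR's quasi-likelihood test without pairing of the libraries, and p-values were adjusted by the Benjamini-Hochberg method. Gene positions were taken from the GENCODE M21 annotation of GRCm38.

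Foxa2, the gene deleted by Cre, was read first in every library as a check of the labels. Foxa2 (ENSMUSG00000037025) is a protein-coding gene on the minus strand of chromosome 2, from 148042877 to 148046969. It had 442, 246 and 516 counts in FOXA2 f/f replicates 1, 2 and 4 and 28, 19 and 35 counts in FOXA2 H-KO replicates 1, 2 and 4. With counts scaled to the TMM-adjusted library size (edgeR's CPM) this was 16.3 ± 2.75 (SD, n = 3) in FOXA2 f/f and 1.14 ± 0.438 (SD, n = 3) in FOXA2 H-KO hepatocytes, so that 6.98% of the FOXA2 f/f level remained. All 3 FOXA2 H-KO libraries were below all 3 FOXA2 f/f libraries (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).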

We performed a high-throughput RNA-sequence analysis of hepatocyte mRNA from FOXA2^f/f^ and FOXA2^H-KO^ fibrotic mice. Setting the significance of a false discovery rate (FDR) at 5% and a fold-change cut-off at 2, we identified 544 differentially expressed genes between control and FOXA2^H-KO^ fibrotic mice (Fig. 7a). 

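In the deposited counts, 1 of the 14417 genes tested reached an adjusted p under 0.05 together with a fold change of at least 2, with 0 genes higher and 1 gene lower in FOXA2 H-KO. This gene was Foxa2, whose log2 fold change was −3.85 (standard error 0.31, adjusted p = 0.0313 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The second smallest adjusted p from this test was 0.45, for Vldlr. An unadjusted p under 0.05 was reached by 745 genes, 5.17% of those tested. Regardless of p, 425 genes differed at least 2-fold. The 3 libraries of one group all lay beyond the 3 of the other in 1514 genes (10.5%, where chance gives 10%), of which 655 were higher and 859 lower in FOXA2 H-KO. The spread between replicates corresponded to a biological coefficient of variation of 25.3%.

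Of the settings chosen beforehand, the one that moved the count most left the p-values unadjusted at the same 2-fold threshold, which gave 254 genes, 120 higher and 134 lower. Among those with adjusted p-values, DESeq2 in place of edgeR moved it most, to 75 genes, 27 higher and 48 lower. Between 0 and 6 genes were called when each library was left out in turn. Foxa2 was called in 1 of these 6 fits, the one without FOXA2 f/f replicate 2, and its log2 fold change stayed between −4.17 and −3.63 in all 6.

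**Figure D1:**
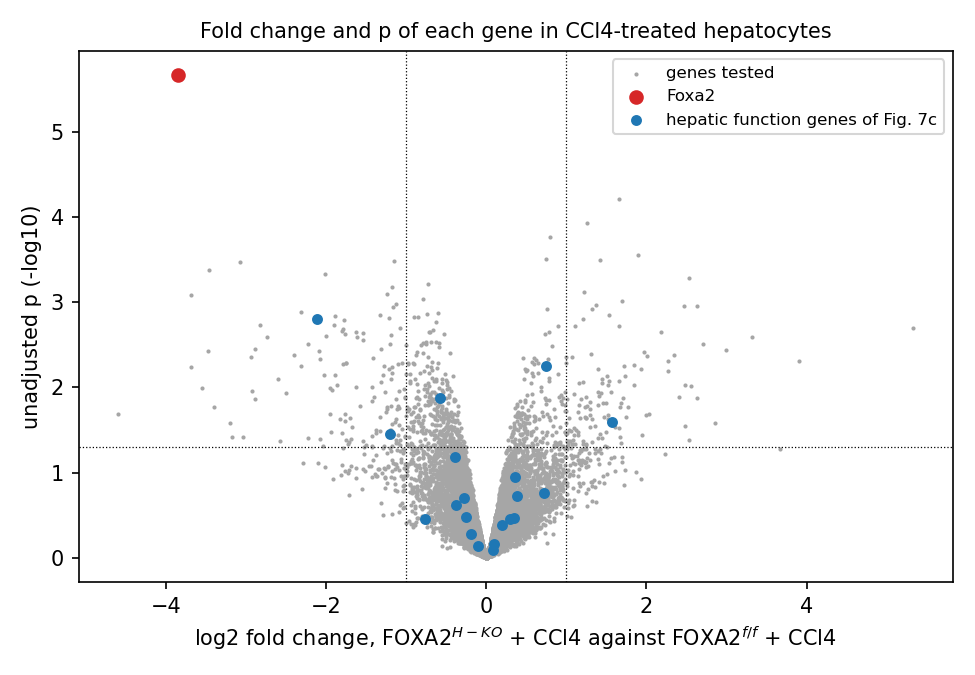
Each point is a gene, with the log2 fold change of FOXA2 H-KO against FOXA2 f/f CCl_4_-treated hepatocytes on the x axis and the unadjusted p (−log10) on the y axis; dotted lines mark a 2-fold change and an unadjusted p of 0.05. Foxa2 (red), at −3.85, lies apart from the other genes, and the hepatic function genes of Fig. 7c (blue) lie on both sides of 0.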

Functional classification and pathway assignment were performed in differentially expressed genes by using the Kyoto Encyclopedia of Genes and Genomes (KEGG). 

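Since 1 gene was called in the deposited counts, pathways were read from all the genes tested. Of the gene lists written by hand for this, 12 were named after metabolic pathways, but their members were chosen from general knowledge and are not KEGG's own assignments. Together these lists hold 384 genes that were tested, of which 224 were lower and 160 higher in FOXA2 H-KO hepatocytes, and 58 (15.1%) had an unadjusted p under 0.05. Each list was tested as a set with camera from limma, on log2 CPM with a preset correlation of 0.01 between genes, and p-values were adjusted by the Benjamini-Hochberg method over all 28 lists written. Of the 12 pathway lists, 3 had an adjusted p under 0.05, and all 3 were lower in FOXA2 H-KO. The lists share members, so these calls are not independent. Of the 46 genes written for valine, leucine and isoleucine degradation, 20 also stand in another of the 28 lists. For tryptophan metabolism it was 19 of 35. In the list for valine, leucine and isoleucine degradation, 35 of 44 genes were lower (median log2 fold change −0.21, camera adjusted p = 0.00124). In that for tryptophan metabolism, 26 of 33 genes were lower (median −0.19, camera adjusted p = 0.043). Its 2 members with the smallest p, Aldh3a2 and Tdo2, were however higher in every FOXA2 H-KO library than in any FOXA2 f/f library. Their log2 fold changes were 1.26 and 0.74, and Tdo2 was the most abundant gene of the list. In the list for maturity onset diabetes of the young, which contains Foxa2, 9 of 14 genes were lower (median −0.13, camera adjusted p = 0.0374). Without Foxa2 in the list, its median was −0.10 and its camera adjusted p 0.22.

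The other 9 lists had camera adjusted p-values from 0.0528 to 0.808. Their median log2 fold changes were −0.12 for arginine and proline metabolism, −0.11 for retinol metabolism, −0.07 for the biosynthesis of unsaturated fatty acids, −0.08 for fatty acid degradation and 0.02 for glycerolipid metabolism. They were −0.13 for drug metabolism by cytochrome P450, 0.08 for PPAR signaling, −0.18 for steroid hormone biosynthesis and 0.02 for lysosome.

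None of the 3 calls held when the correlation between genes was estimated from the libraries (smallest adjusted p of the 12 lists 0.891) or under limma's fry test (smallest adjusted p 0.603). Without FOXA2 f/f replicate 2, 0 of the 12 lists had a camera adjusted p under 0.05, and the medians of the 3 lists were −0.11, −0.05 and −0.05 in the order given. Without FOXA2 H-KO replicate 1, 0 of the 12 lists had one either. With camera in the other settings chosen beforehand, between 2 and 5 of the 12 lists had one, that for valine, leucine and isoleucine degradation in each of them. Scaling by library size alone, without TMM factors, moved the median log2 fold change of all genes from −0.012 to 0.104, and 5 of the 12 pathway medians changed sign. On the authors' FPKM values the median of all genes was 0.083, and 6 of the 12 pathway medians changed sign. Camera compares a list with the other genes, and under both scales 5 of the 12 lists had an adjusted p under 0.05, the 3 called lists among them.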

A total of 18 top KEGG pathways associated with metabolism were found in this study (Fig. 7b). We next investigated the expression of liver-specific genes involved in glucose, lipid, amino acid, xenobiotic, and drug metabolism in hepatocyte-specific mutant mice. Interestingly, expression of liver metabolic genes in hepatocytes derived from untreated FOXA2^H-KO^ mice showed no obvious differences relative to metabolic gene expression in FOXA2^f/f^ mice (Supplementary Fig. 2b). However, CCl_4_ administration altered the levels of these genes in hepatocytes of FOXA2^f/f^ mice. 

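The hepatocyte RNA-seq counts of CCl_4_-treated mice were read for the 21 mouse genes that stand for the hepatic function genes of Fig. 7c, with 5 Serpina1 genes standing for α1-antitrypsin. The paper measured these genes by real-time PCR normalized to beta actin, while the values given here are CPM from the 3 sequenced libraries per group. Among the 21 genes, 0 were differentially expressed and 5 had an unadjusted p under 0.05. Adjusted over the list alone, 1 gene had an adjusted p under 0.05 (asparagine synthetase, Asns, adjusted p = 0.0334 from edgeR's quasi-likelihood test). The log2 fold change was above 0 in 11 genes and below 0 in 10, with a median of 0.08. These numbers count α1-antitrypsin 5 times. With its 5 genes summed, the median log2 ratio was −0.18 over the 16 genes compared with the figure, of which 9 had a ratio under 1. As a set the 21 genes did not move together (camera adjusted p = 0.808, fry adjusted p = 0.979, both from limma). The groups did not overlap in 5 of the 21 genes, 3 of them lower and 2 higher in FOXA2 H-KO, where chance gives 10%.

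Apoa2 (ENSMUSG00000005681, chromosome 1, 171225054 to 171226379) was at 1419 ± 119 CPM (SD, n = 3) in FOXA2 f/f and 1094 ± 398 CPM in FOXA2 H-KO hepatocytes, a log2 fold change of −0.38. Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) was at 12321 ± 949 against 11499 ± 967 CPM, with a log2 fold change of −0.10 that turned to 0.03 without TMM factors and 0.02 on FPKM. For Gys2 (ENSMUSG00000030244, chromosome 6, 142422613 to 142473109) the levels were 246 ± 38.1 and 207 ± 58.2 CPM (log2 fold change −0.25). The coagulation factor gene F7 (ENSMUSG00000031443, chromosome 8, 13026034 to 13035809) fell from 105 ± 22.1 to 70.0 ± 7.93 CPM, a log2 fold change of −0.58. Trf (ENSMUSG00000032554, chromosome 9, 103204001 to 103230444) was at 28.7 ± 3.54 and 21.8 ± 4.41 CPM, a log2 fold change of −0.39. This count is uncertain, since 63.5% of the exonic sequence of Trf also belongs to the annotated gene Gm20425, which had 0 counts in all 6 libraries, so that fragments shared by both genes may have been left uncounted. Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824) had 4.60 ± 2.66 and 2.67 ± 2.92 CPM (log2 fold change −0.76), and Cyp2e1 (ENSMUSG00000025479, chromosome 7, 140763739 to 140774987) had 860.3 ± 508 and 1419 ± 263 CPM (log2 fold change 0.72).

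Across these 7 genes the standard errors of the log2 fold changes ran from 0.18 for F7 to 0.76 for Cyp1a1, and the adjusted p-values of edgeR's quasi-likelihood test from 0.791 for F7 to 0.993 for Apoe. In F7 and Trf all 3 FOXA2 H-KO libraries were below all 3 FOXA2 f/f libraries (exact two-sided permutation test, p = 0.1), and in the other 5 genes the groups overlapped. Leaving out one library in turn moved the log2 fold change of Apoa2 from −0.61 to −0.11 (without FOXA2 H-KO replicate 2 and 1) and of Gys2 from −0.37 to −0.03 (without FOXA2 f/f replicate 4 and FOXA2 H-KO replicate 1). For Cyp1a1 it ran from −2.19 to −0.20 (without FOXA2 H-KO replicate 1 and FOXA2 f/f replicate 2) and for Cyp2e1 from 0.31 to 1.12 (without FOXA2 f/f replicate 2 and 1).

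Of the other genes of Fig. 7c reported here, Asns had the lowest log2 fold change, −2.12 (standard error 0.44, adjusted p = 0.579 from edgeR), and was called lower by DESeq2 and by edgeR's exact test; over the settings chosen beforehand its adjusted p ranged from 0.0015 to 1. G6pc had a log2 fold change of −1.20 (standard error 0.47, adjusted p = 0.918 from edgeR), which became −0.51 without FOXA2 f/f replicate 2. Tdo2 was higher in all 3 FOXA2 H-KO libraries than in any FOXA2 f/f library, with a log2 fold change of 0.74 (standard error 0.19, adjusted p = 0.65 from edgeR). Its adjusted p ranged from 0.00262, with DESeq2, to 1 over the same settings, but its change stayed below 2-fold in all of them. The 5 Serpina1 genes are near-identical copies between which the counting could have split fragments, and had log2 fold changes from −0.19 to 1.56. Those of Apoc3, Pck1, Glul, Ppara and Otc were 0.09, 0.35, 0.29, 0.36 and −0.28.

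**Figure D2:**
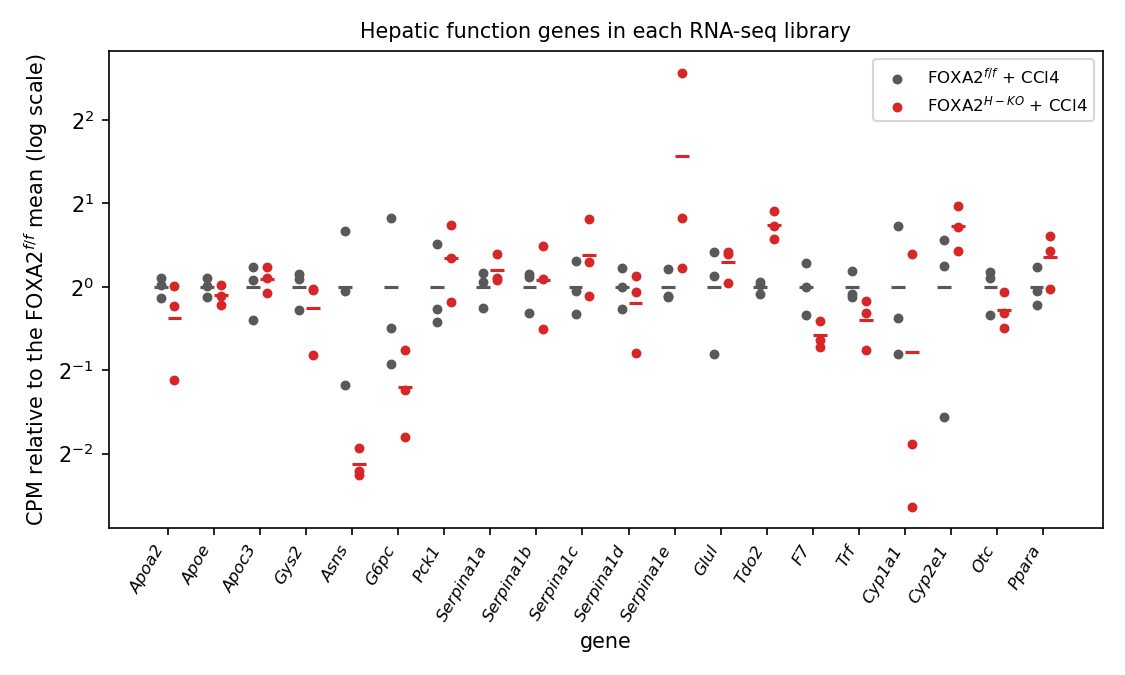
CPM of each library divided by the mean of the 3 FOXA2 f/f libraries (log axis) for the hepatic function genes reported here on the x axis; points are libraries, FOXA2 f/f in grey and FOXA2 H-KO in red, and each dash is the mean of a group. Asns and F7 lie lower and Tdo2 higher in every FOXA2 H-KO library than in any FOXA2 f/f library, and the groups overlap in most of the others.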

Importantly, hepatocytes from FOXA2^H-KO^ mice treated with CCl_4_ displayed severely lower expression of hepatic function genes, including apolipoprotein A2 (Apoa2), apolipoprotein E (Apoe), glycogen synthase 2 (Gys2), glucokinase (Gck), coagulation factor VII (F7), transferrin (Trf), cytochrome P450 1a1 and 2e1 (Cyp1a1 and Cyp2e1) (Fig. 7c).

**Figure 7:**
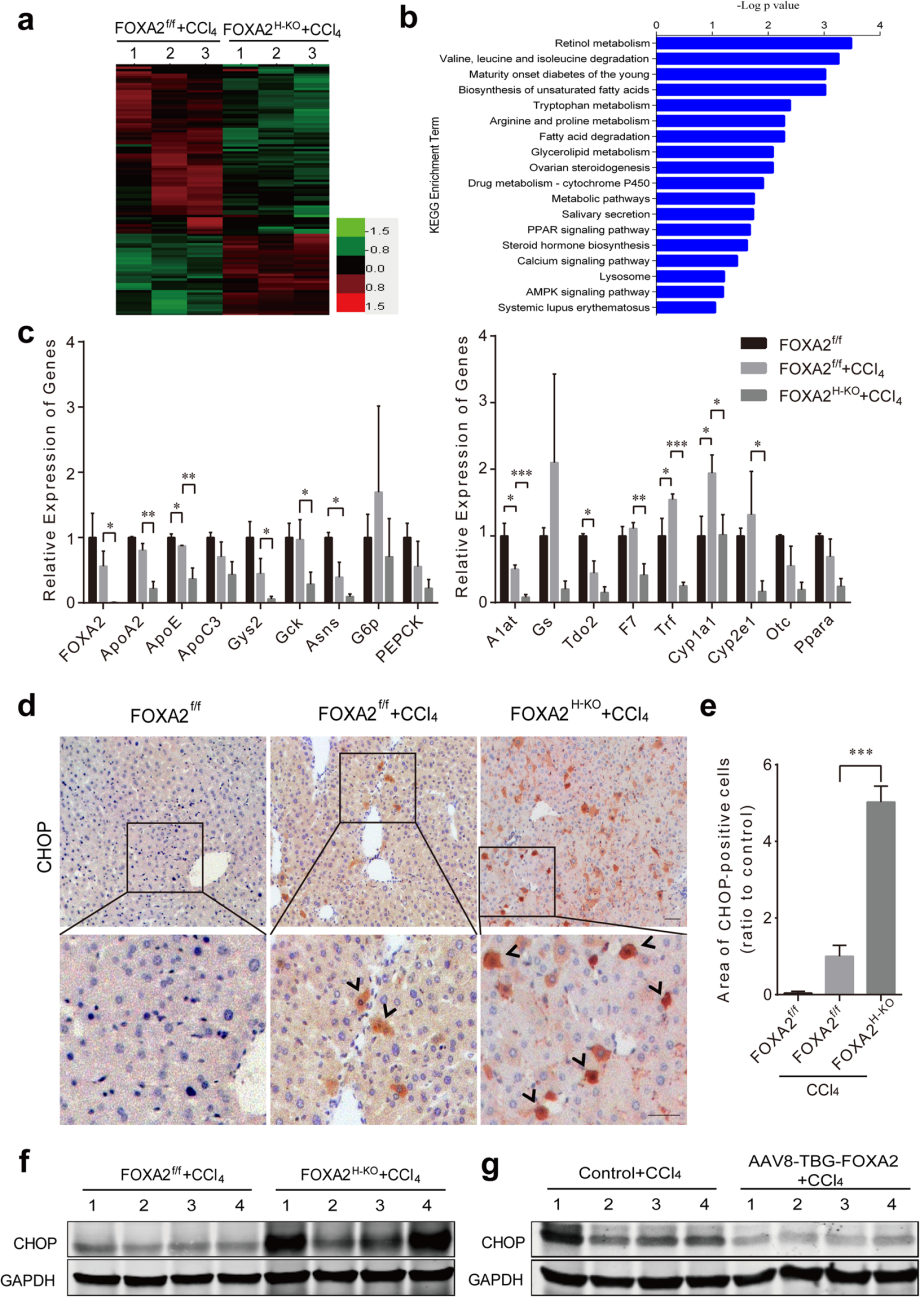
FOXA2 modulates ER stress in hepatocytes during hepatic fibrogenesis. (**a**) A heat map diagram of 544 differentially expressed genes in hepatocytes between FOXA2^f/f^ and FOXA2^H-KO^ fibrotic mice, which were identified by high-throughput RNA-sequence analysis. (**b**) Histogram of KEGG classifications of assembled differential genes. (**c**) Related mRNA levels of the hepatic functional genes in the primary hepatocytes isolated from FOXA2^f/f^ and FOXA2^H-KO^ mice treated with CCl_4_. Left: glucose and lipid metabolism, right: hepatic enzyme synthesis. (n = 4 mice in per biological group). *P < 0.05, **P < 0.01, ***P < 0.001. Apoa2, Apoe and Apoc3, apolipoproteins A2, E and C3; Gys2, glycogen synthase 2; Gck, glucokinase; Asns, asparagine synthetase; G6pc, glucose-6-phosphatase(catalytic); PEPCK, phosphoenolpyruvate carboxykinase; A1at, α1-antitrypsin; Gs, glutamate-ammonia ligase; Tdo2, tryptophan 2,3-dioxygenase; F7, coagulation factor VII; Trf, transferrin; Cyp1a1/2e1, cytochrome P450 1a1/2e1; Otc, ornithine transcarbamylase; Ppara, peroxisome proliferator activated receptor alpha. (**d**) Immunohistochemistry for the ER stress marker CHOP in the livers of FOXA2^f/f^ mice and CCl_4_-treated FOXA2^f/f^ and FOXA2^H-KO^ mice. Scale bars, 50 μm. (**e**) Quantification of the CHOP-positive cells of each group relative to the control. (**f**) Western blot analysis of CHOP in FOXA2^f/f^ and FOXA2^H-KO^ fibrotic livers (n = 6 mice in each group). (**g**) Representative gel image of CHOP expression in livers from CCl_4_-treated mice injected with AAV-TBG-Control or AAV-TBG-FOXA2 (n = 8–10 mice in each group).

The corelation between metabolism and ER stress has been characterized in several studies^26,27^. In addition, a previous study has also indicated that liver-specific ablation of FOXA2 results in ER stress^19^. Additionally, ER stress has been recognized as being involved in chronic liver disease^28,29^. Therefore, we examined the expression of a molecular marker (CHOP/Gadd153) of ER stress. The protein levels of CHOP showed no significant changes in the livers between FOXA2^H-KO^ and FOXA2^f/f^ mice (Supplementary Fig. 2c). However, immunohistochemistry showed that CHOP expression was slightly elevated in fibrotic livers and further aggravated in hepatocytes with FOXA2 depletion in the mice after CCl_4_ treatment. Distinctly higher CHOP staining was observed in the lobular areas of FOXA2^H-KO^ fibrotic livers (Fig. 7d). The level of CHOP-positive cells in the liver was 5.02-fold higher in CCl_4_-treated FOXA2^H-KO^ mice compared with their control fibrotic littermates (Fig. 7e). In addition, an immunoblot confirmed higher CHOP protein expressed in FOXA2^H-KO^ fibrotic livers relative to the controls (Fig. 7f and Supplementary Fig. 3a), whereas elevation of FOXA2 specifically in hepatocytes significantly repressed the ER stress effect (Fig. 7g and Supplementary Fig. 4a).

### FOXA2 prevents hepatocyte apoptosis in fibrotic livers

It is known that prolonged ER stress triggers apoptotic cascades^30,31^. Previous studies have also indicated that FOXA2 is closely associated with hepatic apoptosis^32^. We then measured hepatic apoptosis by using TUNEL assays. More pronounced TUNEL-positive hepatocytes were scattered in the liver lobules of FOXA2^H-KO^ fibrotic mice compared with control fibrotic littermates (Fig. 8a), whereas no spontaneous apoptosis of hepatocytes was detected in FOXA2^H-KO^ mice without CCl_4_ treatment (Supplementary Fig. 2d). To further investigate the signal components of potential apoptotic pathways, the levels of Bax and cleaved caspase 3 were measured. Both were significantly higher in FOXA2^H-KO^ fibrotic livers relative to control livers (Fig. 8b,c and Supplementary Fig. 3b). In addition, the occurrence of apoptosis in FOXA2^H-KO^ fibrotic livers was confirmed by activated caspase 3 staining. Cleaved caspase 3 mostly located in hepatocytes was markedly present at the periphery of the centrilobular areas of CCl_4_-treated FOXA2^H-KO^ mice (Fig. 8d). The data suggested that FOXA2 deletion made hepatocytes more vulnerable to apoptosis during fibrogenesis. Moreover, induction of both Bax and cleaved caspase 3 was attenuated in fibrotic livers with FOXA2 overexpression in hepatocytes (Fig. 8e–g and Supplementary Fig. 4b).

**Figure 8:**
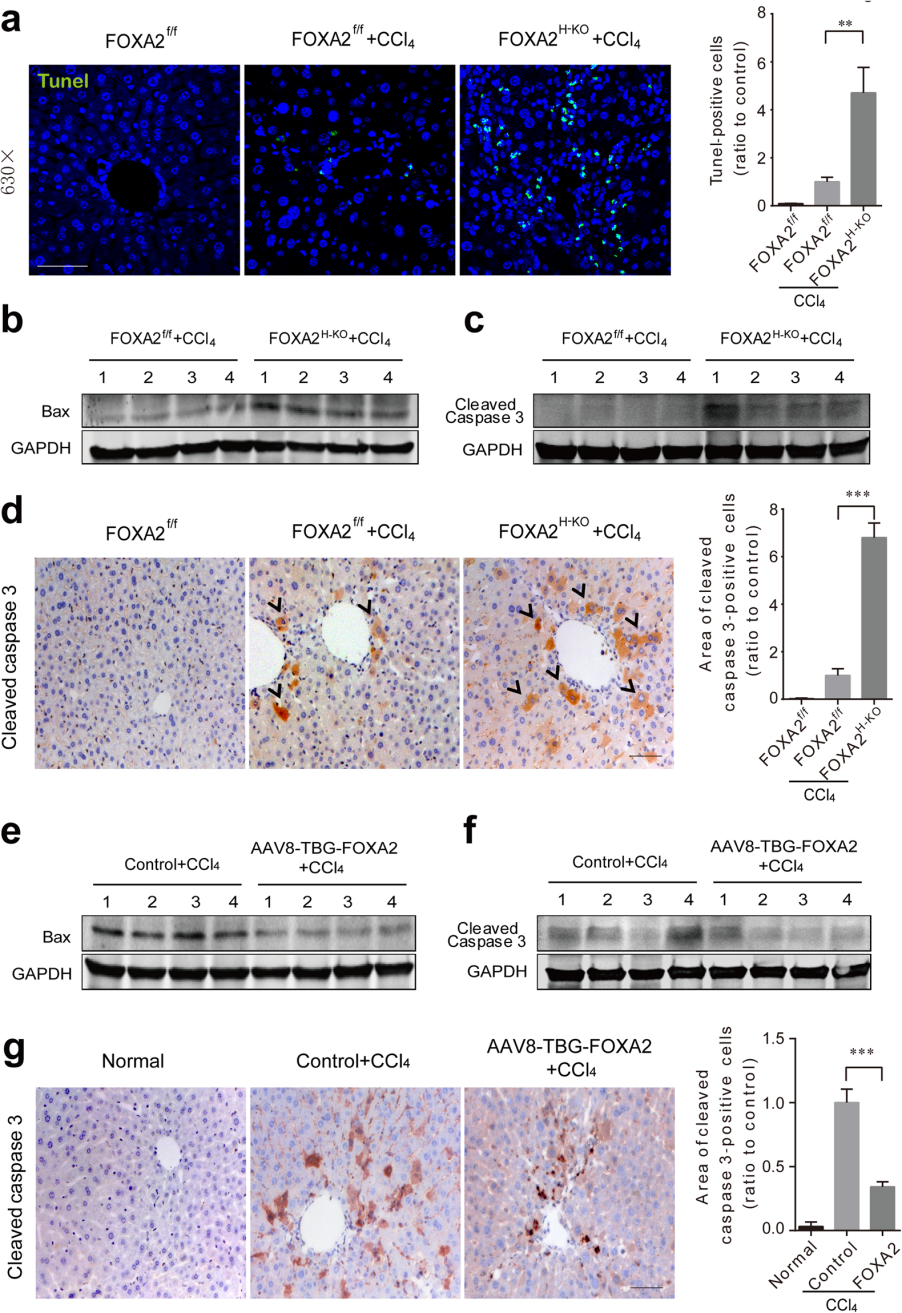
FOXA2 protects hepatocytes against apoptosis in fibrotic livers. (**a**) TUNEL assay indicating the DNA strand breaks in fibrotic livers. The cell nuclei were counterstained using DAPI (blue). Right panel: Quantification of the apoptotic cells. Scale bars, 50 μm. (**b**,**c**) Western blot analysis of the levels of Bax and cleaved caspase-3 in the liver lysates. (**d**) The immunohistochemistry staining for cleaved caspase-3 was quantified by Image-Pro Plus 6 software (right). More cytoplasmic staining for cleaved caspase 3 was observed at the periphery of the centrilobular areas of CCl_4_-treated FOXA2^H-KO^ livers. Representative images are shown (n = 6 mice in per biological group). Scale bars, 50 μm. (**e**,**f**) Western blotting was performed to analyse the levels of apoptosis-regulated proteins, Bax and cleaved caspase 3 from fibrotic liver lysates in AAV-TBG/AAV-TBG-FOXA2 groups. (**g**) The *in situ* analysis of cleaved caspase-3 levels in AAV-TBG-Control or AAV-TBG-FOXA2-treated fibrotic livers (n = 8–10 mice in each group). Data are shown as the mean ± SD. ***P < 0.001.

## Discussion

It has been reported that mice lacking FOXA2 die in utero at embryonic days 10–11, owing to severe defects in the development of their cell organization^33^. Bochkis IM *et al*. have demonstrated that Alfp-cre-derived depletion of FOXA2 in both hepatocytes and cholangiocytes of the liver during late gestation disrupts bile acid homeostasis^19^. A recent study by McDaniel K *et al*. has reported that FOXA2 mediates the therapeutic effects of biliary-committed progenitor cells in cholestatic liver disease^20^. All these studies suggest a critical role of FOXA2 in bile duct development. Investigations of the functional role of FOXA2 in hepatocytes have been relatively rare. In this study, we generated a novel mouse model in which FOXA2 was conditionally ablated in mature hepatocytes in adult mice by using AAV8-TBG-Cre. The FOXA2^H-KO^ mice without injury exhibited no obvious alterations in histomorphology (Supplementary Fig. 2a) and the expression levels of the liver-specific metabolic genes. This phenomenon may be explained by the compensatory effect of FOXA1 or other members of HNFs in hepatocytes in which most of the HNFs were highly enriched^34,35^. However, the FOXA2^H-KO^ mice, compared with controls, showed significantly lower expression of hepatic function genes in hepatocytes and more severe fibrosis in livers treated with CCl_4_, thus suggesting that FOXA2 is indispensable for the maintenance of hepatocyte functions in diseased livers and that FOXA2^H-KO^ mice were more predisposed to fibrogenesis.

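In the sequenced hepatocytes of CCl_4_-treated mice, a hand-written list of 20 hepatocyte identity genes had 16 genes lower and 4 higher in FOXA2 H-KO than in FOXA2 f/f (median log2 fold change −0.12, camera adjusted p = 0.156, fry adjusted p = 0.964, both from limma). With library size alone as the scale this median was 0.01. Over the fits that each left out one library it ran from −0.26 to −0.04, lowest without FOXA2 f/f replicate 4, and 2 of these 6 fits had an adjusted p under 0.05. Albumin (Alb), the most abundant gene and chosen after its values were seen, took between 9.38% and 11.0% of the counts of every library.

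Of the transcription factor genes in this list, Hnf4a was at 564 ± 50.7 CPM (SD, n = 3) in FOXA2 f/f and 539.5 ± 42.7 CPM in FOXA2 H-KO, and Cebpa at 200.2 ± 52.0 and 199.6 ± 4.59 CPM. Onecut1 had a log2 fold change of −0.53 (standard error 0.64), but 52.8% of its exonic sequence overlaps other annotated genes and its count is uncertain. The value changed sign, to 0.48, without FOXA2 f/f replicate 1. The adjusted p-values of these 3 genes in edgeR's quasi-likelihood test were between 0.983 and 1.

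Of 21 genes expressed mainly by pericentral hepatocytes, 15 were higher in FOXA2 H-KO (median 0.13, camera adjusted p = 0.163), and of 20 genes expressed mainly by periportal hepatocytes, 14 were lower (median −0.07, camera adjusted p = 0.231). The pericentral median was −0.09 without FOXA2 f/f replicate 2 and 0.45 without FOXA2 f/f replicate 1. It was 0.22 without FOXA2 H-KO replicate 4, the one fit without a single library in which the list had a camera adjusted p under 0.05 (0.00893). The periportal median was 0.05 with library size alone as the scale. From the lower expression of hepatic function genes in hepatocytes and the more severe fibrosis in livers of CCl_4_-treated FOXA2 H-KO mice, the paper proposes that FOXA2 is indispensable for hepatocyte function in the diseased liver.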

Hepatocytes, the most abundant cells in the liver, make up 70–85% of the liver mass. The integrity of cellular function of hepatocytes plays a vital role in maintaining the internal homeostasis and regeneration of the liver^36^. In a wide range of hepatic diseases, hepatocytes are the targets of most hepatotoxic agents^37^. Hepatocyte apoptosis is dramatically elevated in patients with non-alcoholic steatohepatitis and alcoholic hepatitis, and the results correlate with hepatic injury and disease severity^38^. Apoptosis of damaged hepatocytes stimulates the fibrogenic actions of liver myofibroblasts^39^. Additionally, ample data indicate that persistent apoptosis of hepatocytes is an essential feature contributing to liver injury and progressive fibrosis^40–42^. In this study, we found that the expression of FOXA2 decreased in hepatocytes but increased in HSCs during liver fibrogenesis. Additionally, conditional deletion of FOXA2 in hepatocytes in adult mice exacerbated the apoptosis of hepatocyte and hepatic fibrogenesis induced by CCl_4_. Furthermore, overexpression of FOXA2 in either the liver or hepatocytes markedly alleviated hepatic apoptosis and liver fibrosis. However, upregulation of FOXA2 in HSCs did not affect the liver fibrogenesis induced by CCl_4_. Therefore, we concluded that FOXA2 inhibits hepatic fibrosis by protecting hepatocytes rather than inhibiting activated HSCs. These data support our previous proposal that restoration of hepatocyte function should be considered a priority for the treatment of liver fibrosis, especially with the upregulation of the HNF family in hepatocytes^10^.

ER stress in hepatocyte injury and chronic liver diseases has received substantial attention in the past few years^29,43^. Aberrant glucose or lipid metabolism can disrupt calcium homeostasis and induce ER stress in the liver^26,27^. A study by Irina M. Bochkis and colleagues has revealed that impaired bile acid homeostasis in mice with liver-specific ablation of FOXA2 at late gestation results in ER stress^19^. In addition, prolonged ER stress may initiate apoptotic cascades and is known to play a predominant role in the pathogenesis of multiple diseases^30,31^. 

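In the hepatocytes of CCl_4_-treated mice, the members with the smallest p-values in the list for valine, leucine and isoleucine degradation were Aldh3a2 and Aacs. Aldh3a2 (ENSMUSG00000010025, chromosome 11, 61223417 to 61267464), which encodes a fatty aldehyde dehydrogenase, was at 68.9 ± 11.4 CPM (SD, n = 3) in FOXA2 f/f and 165 ± 23.2 CPM in FOXA2 H-KO (log2 fold change 1.26, standard error 0.18, adjusted p = 0.539 from edgeR's quasi-likelihood test). Its direction was thus opposite to that of most genes in that list, and it was called higher by DESeq2, by edgeR's exact test with tagwise dispersion and in 4 of the 6 settings added after seeing the data. Aacs (ENSMUSG00000029482, chromosome 5, 125475814 to 125517410), which encodes acetoacetyl-CoA synthetase, was at 73.7 ± 30.8 and 30.3 ± 6.29 CPM (log2 fold change −1.28, standard error 0.34, adjusted p = 0.65 from the same edgeR test). Its adjusted p ranged from 0.043, with DESeq2, to 1 over the settings chosen beforehand. Hhex (ENSMUSG00000024986, chromosome 19, 37434810 to 37440731), a homeobox transcription factor gene of the list for maturity onset diabetes of the young, was at 57.5 ± 3.29 and 38.3 ± 5.37 CPM (log2 fold change −0.59, standard error 0.14, adjusted p = 0.613 from the same edgeR test). In each of these 3 genes the 3 FOXA2 H-KO libraries lay beyond the 3 FOXA2 f/f libraries (exact two-sided permutation test, p = 0.1).

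A list of bile acid synthesis and transport genes had 18 of 26 genes lower in FOXA2 H-KO (median −0.17, camera adjusted p = 0.094, fry adjusted p = 0.964, both from limma). Its adjusted p ranged from 0.0304 to 0.964 over 15 alternatives chosen beforehand, fry among them, and was under 0.05 in 6 of them. Its median was −0.08 without FOXA2 f/f replicate 2, −0.03 with library size alone and 0 on FPKM, although the camera adjusted p under these last 2 scales was 0.0373 and 0.0401.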

In this study, we confirmed that FOXA2 regulates metabolic genes in hepatocytes during liver injury, in agreement with findings from previous studies^16,25^. Additionally, we showed that loss of FOXA2 in hepatocytes increased CHOP abundance during hepatic fibrogenesis, whereas FOXA2 delivery in hepatocytes reversed the CHOP accumulation in fibrotic livers. On the basis of these findings, we propose that inhibition of ER stress is involved in FOXA2-mediated anti-fibrogenesis effect.

Research has demonstrated that activated HSCs are responsible for fibrogenesis in chronic liver diseases^4^. However, emerging evidence indicates that activated HSCs play an important role in liver development^5^. Although we found that the expression of FOXA2 was enhanced in activated HSCs during fibrogenesis, overexpression of FOXA2 in HSCs did not affect fibrosis. Thus, clarifying the effects of FOXA2 in HSCs in the future would expand understanding of liver diseases. On the other hand, it has been reported that FOXA2 affects bile duct development and biliary-committed progenitor cells in liver regeneration^15,20^. In this study, we also examined whether FOXA2 expression in hepatocytes affects the bile duct reaction during liver fibrogenesis. However, manipulating the expression of FOXA2 in hepatocytes had no significant influence on the bile duct response in fibrotic livers induced by CCl_4_ (Supplementary Fig. 5a and b). Therefore, it is of interest to investigate the effect of FOXA2 alteration in biliary cells on bile duct reaction and fibrosis. In addition, CCl_4_-derived reactive oxygen species (ROS) and free radicals in the liver mainly result in hepatocyte damage^44,45^. Thus, the effects of FOXA2 expression on liver fibrosis induced by biliary injury also needs further investigation.

In summary, the present investigation demonstrated that FOXA2 plays an indispensable role in the maintenance of liver homeostasis in the fibrotic liver. Loss of FOXA2 in hepatocytes renders the liver more vulnerable to fibrogenesis. Overexpression of FOXA2 attenuates liver fibrosis by protecting hepatocytes from ER stress and apoptosis, thus suggesting that restoring hepatocyte integrity by FOXA2 has therapeutic potential for treating chronic liver diseases.

## Materials and Methods

### Human liver samples

Human liver tissues were obtained from the Liver Specimen Repository of the Eastern Hepatobiliary Surgery Hospital of the Second Military Medical University (Shanghai, China). The control liver specimens (*n* = 8) were obtained from healthy livers or patients with hepatic haemangioma. Fibrotic liver specimens (*n* = 30) were obtained from patients with hepatic fibrosis or cirrhosis. The specimens were collected at the time of liver surgery and immediately frozen in liquid nitrogen for real-time PCR. Adult liver sections were fixed in 10% neutral buffered formalin and paraffin embedded. Four-micron sections were obtained for immunohistochemical staining. Informed consent was obtained from all subjects. All experiments on human samples were carried out in strict accordance with the national guidelines and were authorized by the Scientific Investigation Board, Second Military Medical University.

### Viruses

The adeno-associated virus vector pENN-AVV-TBG-PI-RBG containing the hepatocyte-specific thyroid-binding globulin (TBG) promoter was obtained from the Penn Vector Core (p1015-R). The complementary DNA of the Cre gene was cloned into pENN-AVV-TBG-PI-RBG between MluI and SalI sites. A replication-incompetent AAV8-TBG-Cre virus with Cre expression under the control of TBG promoter was packaged and purified by Biowit biotechnologies (Shenzhen, China). In addition, the human FOXA2 gene was inserted between the MluI and SalI sites of pENN-AVV-TBG-PI-RBG to generate the AAV8-TBG-FOXA2 virus for hepatocyte-specific overexpression of FOXA2.

For non-specific FOXA2 upregulation in the liver, the FOXA2 gene was cloned into the lentiviral vector pCDH-CMV-MCS-EF1-copGFP (System Biosciences) to generate the lentivirus LV-CMV-FOXA2. The CMV promoter of pLVX-IRES-ZsGreen1 (PT4064-5, Clontech) was replaced with the hGFAP promoter to establish the HSC-specific expression lentiviral vector pLVX-GFAP-IRES-ZsGreen1. The FOXA2 gene was cloned into the EcoRI and BamHI sites of pLVX-GFAP-IRES-ZsGreen1 to generate lentivirus LVX-GFAP-FOXA2 for specific overexpression of FOXA2 in HSCs. The lentiviral vectors were transfected into subconfluent HEK 293T cells along with the packaging plasmid psPAX2 (Addgene) and envelope plasmid pMD2.G (Addgene) by using FuGENE® 6 transfection reagent (Promega) to produce lentiviral particles. The lentiviruses in the medium were collected 48 h later and concentrated by ultracentrifugation. All vectors were verified by sequencing. The primer sequences are listed in Supplementary Table 2.

### Animals

Eight-week-old male C57Bl/6 J mice (Experimental Center of the Chinese Academy of Sciences, Shanghai, China) were injected intraperitoneally with 0.25 ml/kg CCl_4_ (diluted 1:3 (v/v) in olive oil) biweekly for 4 or 5 weeks to establish the hepatic fibrosis mouse model. FOXA2^flox/flox^ (FOXA2^f/f^) mice were obtained from Jackson Laboratory. A single dose of adeno-associated virus AAV8-TBG-Cre at 2 × 10^11^ genome copies was injected into FOXA2^f/f^ model mice (6 weeks of age) through the tail vein to specifically knockout FOXA2 in hepatocytes (FOXA2^H-KO^). To overexpress FOXA2 in the liver, a single dose of 1 × 10^7^ TU LV-CMV-FOXA2 or control virus was injected into the tail vein 2 weeks after the first CCl_4_ injection. To observe the effects of hepatocyte-specific FOXA2 overexpression on liver fibrosis, the mice were infused with a single dose of 4 × 10^11^ Vg AAV8-TBG-FOXA2 or control virus through the tail vein 1 week after the first CCl_4_ injection. For overexpression of FOXA2 in HSCs, a single dose of 4 × 10^7^ TU lenti-GFAP-FOXA2 or control virus was delivered via the tail vein 1 week prior to the first CCl_4_ injection. The animals were sacrificed on the third day after the last CCl_4_ injection. All animal experiments were carried out in strict accordance with the national guidelines and authorized by the Scientific Investigation Board at Second Military Medical University.

### Isolation of primary hepatocytes and HSCs

Primary mouse hepatocytes were isolated from adult male mice by using a modified version of a two-step collagenase perfusion protocol, as previously described in detail^46^. In brief, mice were anaesthetized, and a V incision was made to expose internal organs. The flushed livers were perfused with DMEM-free plus collagenase IV (1 mg/ml, sigma) following D-Hank’s balanced salt solution including EDTA (0.5 mM). After perfusion, the livers were removed from the mice, and the digested hepatocytes were dispersed in DMEM-free and filtered through 80 and 200 mesh sieves to remove the undigested debris. The filtrates were centrifuged at 300 rpm for 5 minutes at 4 °C. The hepatocytes in the precipitate were washed with DMEM-free 3 times and harvested for subsequent analysis.

The protocol for primary mouse HSC isolation was similar to the methods mentioned above. The flushed livers were perfused with DMEM-free containing collagenase IV (1 mg/ml) and pronase (2 mg/ml, Roche) following D-Hank’s balanced salt solution including EDTA (0.5 mM). After perfusion, the livers were removed, and the digested hepatic cells were dispersed in DMEM-free. Next, DNA enzymes were added to prevent filamentous gelatinous material, and the undigested debris was removed through a filter. The filtrates were centrifuged at 300 rpm in a centrifuge tube for 5 minutes at 4 °C. The supernatant was collected following gradient centrifugation with 25% Nycodenz (Sigma) to isolate primary HSCs. Cells were washed and plated on 60-mm-diameter tissue culture dishes. After 4 h of incubation at 37 °C, the adherent HSCs were harvested for further analysis.

### RNA isolation and quantitative real-time polymerase chain reaction (PCR) analysis

Total RNA was extracted from liver tissues, primary hepatocytes and HSCs with ready-to-use TRIZOL Reagent (TaKaRa). First-strand cDNA was synthesized from 1 *μ*g total RNA using PrimeScript™ RT Master Mix (Takara). cDNA was quantified by qPCR using SYBR Green PCR Kit (TaKaRa) with the specific primers. Expression was normalized to beta actin. Primers used are listed in Supplementary Table 1.

### Histology, immunohistological and immunofluorescence analysis

For histopathological examination, the liver tissue sections were stained with haematoxylin-eosin (H&E). Sirius red was used to stain for collagen. Immunohistochemistry was performed using 4–5 mm paraffin-embedded thick liver sections, and observed under a photomicroscope. Immunofluorescence staining were observed under a laser scanning confocal fluorescence microscope (Carl Zeiss, Jena, Germany). Antibodies were used as follow: FOXA2 (ab108422, Abcam), α-SMA (BM0002, Boster), α-SMA (MO85129, Dako), CHOP (sc-575, Santa Cruz) and Cleaved Caspase 3 (Asp175,9664, Cell Signaling). Areas of positive stained sites were measured by using image analyses software Image-Pro Plus 6.0 (Media Cybernetics).

### Western blot assay

Cells or liver tissues were collected with RIPA buffer (Beyotime) containing a protease inhibitor cocktail (cocktail B14001) and a phosphatase inhibitor cocktail (cocktail B15001). Proteins were run on a 4–15% polyacrylamide gel followed by transferring to a methanol-activated NC membrane (Millipore). The membrane was blocked in PBS-T containing 5% milk for 1 h prior to incubation with a primary antibody overnight at 4 °C. After 2 h incubation with donkey-anti-mouse or goat-anti-rabbit secondary antibody (IRDye 800), signals were detected by using an Odyssey infrared imaging system (LI-COR) at a wavelength of 800 nm. The primary antibodies used included FOXA2 (ab108422, Abcam), collagen I (BAO325, Boster), α-SMA (BM0002, Boster), CHOP (L63F7, 2895, Cell Signaling), Bax (sc-526, Santa Cruz), Cleaved Caspase 3 (Asp175,9664, Cell Signaling) and GAPDH (BSAP0063, Bioworld).

### Measurement of hydroxyproline content

One hundred mg of wet liver tissue for each sample was subjected to acid hydrolysis to determine the amount of hydroxyproline according to the protocol of the Hydroxyproline Testing Kit (A030-2, Jiancheng, Nanjing, China).

### RNA-Sequencing

Total RNA was isolated using an RNeasy mini kit (Qiagen, Germany). Paired-end libraries were synthesized by using a TruSeq® RNA Sample Preparation Kit (Illumina, USA) according to the TruSeq® RNA Sample Preparation Guide. Briefly, poly-A-containing mRNAs were purified using poly-T oligo-attached magnetic beads. After purification, the mRNA was fragmented into small pieces by using divalent cations under 94 °C for 8 min. The cleaved RNA fragments were copied into first strand cDNA using reverse transcriptase and random primers. This procedure was followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. These cDNA fragments were subjected to an end repair process, the addition of a single ‘A’ base, and ligation of the adapters. The products were then purified and enriched with PCR to create the final cDNA library. Purified libraries were quantified with a Qubit® 2.0 Fluorometer (Life Technologies, USA) and validated with an Agilent 2100 bioanalyzer (Agilent Technologies, USA) to confirm the insert size and calculate the molar concentration. The cluster was generated with a cBot with the library diluted to 10 Pm, and then the samples were sequenced on an Illumina HiSeq System (Illumina, USA). The library construction and sequencing was performed at Shanghai Biotechnology Corporation. The entire dataset is available at NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE97344.

### TUNEL assay

TUNEL (terminal deoxynucleotidyl transferase dUTP nick-end labelling) staining was performed using a TdT-FragEL™ DNA fragmentation detection kit (C1086, Beyotime) or an *In Situ* Cell Death Detection Kit (Roche Diagnostics, Indianapolis, USA) according to the manufacturers’ protocols. The nuclei were labelled with 4′,6-diamidino-2-phenylindole (DAPI) and then visualized under a confocal microscope.

### Statistical analysis

The results are presented as the mean ± SD. Two-sided independent Student’s t tests were performed to analyse gene or protein expression levels, hydroxyproline content and histology data. Data on location parameters (median) were analysed using Mann-Whitney tests.

### Data availability statement

All data generated or analyzed during this study are included in this published article and its Supplementary Information files.

## Electronic supplementary material

Supplementary information

## References

[1] Lee UE, Friedman SL (2011). Mechanisms of hepatic fibrogenesis. Best Pract Res Clin Gastroenterol.

[2] Koyama Y, Brenner DA (2017). Liver inflammation and fibrosis. J Clin Invest.

[3] Bataller R, Brenner DA (2005). Liver fibrosis. J Clin Invest.

[4] Hellerbrand C (2013). Hepatic stellate cells–the pericytes in the liver. Pflugers Arch.

[5] Yin C, Evason KJ, Asahina K, Stainier DY (2013). Hepatic stellate cells in liver development, regeneration, and cancer. J Clin Invest.

[6] Suzuki A, Iwama A, Miyashita H, Nakauchi H, Taniguchi H (2003). Role for growth factors and extracellular matrix in controlling differentiation of prospectively isolated hepatic stem cells. Development.

[7] Bansal MB (2016). Hepatic stellate cells: fibrogenic, regenerative or both? Heterogeneity and context are key. Hepatol Int.

[8] Kordes C, Sawitza I, Götze S, Herebian D, Häussinger D (2014). Hepatic stellate cells contribute to progenitor cells and liver regeneration. J Clin Invest.

[9] Schrem H, Klempnauer J, Borlak J (2002). Liver-enriched transcription factors in liver function and development. Part I: the hepatocyte nuclear factor network and liver-specific gene expression. Pharmacol Rev.

[10] Qian H (2015). An HNF1α-regulated feedback circuit modulates hepatic fibrogenesis via the crosstalk between hepatocytes and hepatic stellate cells. Cell Res.

[11] Yue HY (2010). Hepatocyte nuclear factor 4alpha attenuates hepatic fibrosis in rats. Gut.

[12] Nishikawa T (2015). Resetting the transcription factor network reverses terminal chronic hepatic failure. J Clin Invest.

[13] Friedman JR, Kaestner KH (2006). The Foxa family of transcription factors in development and metabolism. Cell Mol Life Sci.

[14] Lee CS, Friedman JR, Fulmer JT, Kaestner KH (2005). The initiation of liver development is dependent on Foxa transcription factors. Nature.

[15] Li Z (2009). Foxa1 and Foxa2 regulate bile duct development in mice. J Clin Invest.

[16] Wolfrum C, Asilmaz E, Luca E, Friedman JM, Stoffel M (2004). Foxa2 regulates lipid metabolism and ketogenesis in the liver during fasting and in diabetes. Nature.

[17] Nakamura K, Moore R, Negishi M, Sueyoshi T (2007). Nuclear pregnane X receptor cross-talk with FoxA2 to mediate drug-induced regulation of lipid metabolism in fasting mouse liver. J Biol Chem.

[18] Wang K (2015). Molecular mechanisms of hepatic apoptosis regulated by nuclear factors. Cell Signal.

[19] Bochkis IM (2008). Hepatocyte-specific ablation of Foxa2 alters bile acid homeostasis and results in endoplasmic reticulum stress. Nat Med.

[20] McDaniel K (2017). Forkhead box A2 regulates biliary heterogeneity and senescence during cholestatic liver injury in mice‡. Hepatology.

[21] Li Z, Tuteja G, Schug J, Kaestner KH (2012). Foxa1 and Foxa2 are Essential for Sexual Dimorphism in Liver Cancer. Cell.

[22] Wang J (2014). FOXA2 suppresses the metastasis of hepatocellular carcinoma partially through matrix metalloproteinase-9 inhibition. Carcinogenesis.

[23] Mu X (2015). Hepatocellular carcinoma originates from hepatocytes and not from the progenitor/biliary compartment. J Clin Invest.

[24] Wynn TA (2008). Cellular and molecular mechanisms of fibrosis. J Pathol.

[25] Rausa FM (2000). Elevated levels of hepatocyte nuclear factor 3beta in mouse hepatocytes influence expression of genes involved in bile acid and glucose homeostasis. Mol Cell Biol.

[26] Zheng, J. *et al*. Docosahexaenoic Acid Ameliorates Fructose-Induced Hepatic Steatosis Involving ER Stress Response in Primary Mouse Hepatocytes. *Nutrients***8** (2016).10.3390/nu8010055PMC472866626805874

[27] Fu S (2011). Aberrant lipid metabolism disrupts calcium homeostasis causing liver endoplasmic reticulum stress in obesity. Nature.

[28] Ozcan U (2006). Chemical chaperones reduce ER stress and restore glucose homeostasis in a mouse model of type 2 diabetes. Science.

[29] Tamaki N (2008). CHOP deficiency attenuates cholestasis-induced liver fibrosis by reduction of hepatocyte injury. Am J Physiol Gastrointest Liver Physiol.

[30] Malhotra JD, Kaufman RJ (2007). Endoplasmic reticulum stress and oxidative stress: a vicious cycle or a double-edged sword. Antioxid Redox Signal.

[31] Uzi D (2013). CHOP is a critical regulator of acetaminophen-induced hepatotoxicity. J Hepatol.

[32] Wang K, Brems JJ, Gamelli RL, Holterman AX (2013). Foxa2 may modulate hepatic apoptosis through the cIAP1 pathway. Cell Signal.

[33] Weinstein DC (1994). The winged-helix transcription factor HNF-3 beta is required for notochord development in the mouse embryo. Cell.

[34] Sund NJ (2000). Hepatocyte nuclear factor 3beta (Foxa2) is dispensable for maintaining the differentiated state of the adult hepatocyte. Mol Cell Biol.

[35] Duncan SA, Navas MA, Dufort D, Rossant J, Stoffel M (1998). Regulation of a transcription factor network required for differentiation and metabolism. Science.

[36] Malato Y (2011). Fate tracing of mature hepatocytes in mouse liver homeostasis and regeneration. J Clin Invest.

[37] Higuchi H, Gores GJ (2003). Mechanisms of liver injury: an overview. Curr Mol Med.

[38] Ribeiro PS (2004). Hepatocyte apoptosis, expression of death receptors, and activation of NF-kappaB in the liver of nonalcoholic and alcoholic steatohepatitis patients. Am J Gastroenterol.

[39] Canbay A, Friedman S, Gores GJ (2004). Apoptosis: the nexus of liver injury and fibrosis. Hepatology.

[40] Inokuchi S (2010). Disruption of TAK1 in hepatocytes causes hepatic injury, inflammation, fibrosis, and carcinogenesis. Proc Natl Acad Sci USA.

[41] Takehara T (2004). Hepatocyte-specific disruption of Bcl-xL leads to continuous hepatocyte apoptosis and liver fibrotic responses. Gastroenterology.

[42] Vick B (2009). Knockout of myeloid cell leukemia-1 induces liver damage and increases apoptosis susceptibility of murine hepatocytes. Hepatology.

[43] Guo HL (2017). Pyrazinamide-induced hepatotoxicity is alleviated by 4-PBA via inhibition of the PERK-eIF2α-ATF4-CHOP pathway. Toxicology.

[44] Lushchak VI (2014). Free radicals, reactive oxygen species, oxidative stress and its classification. Chem Biol Interact.

[45] Chen S, Zou L, Li L, Wu T (2013). The protective effect of glycyrrhetinic acid on carbon tetrachloride-induced chronic liver fibrosis in mice via upregulation of Nrf2. PLoS One.

[46] Williams GM, Laspia MF, Dunkel VC (1982). Reliability of the hepatocyte primary culture/DNA repair test in testing of coded carcinogens and noncarcinogens. Mutat Res.

# Supplementary material for: FOXA2 alleviates CCl4-induced liver fibrosis by protecting hepatocytes in mice
**Source:** Sci Rep. 2017 Nov 14;7:15532. doi: 10.1038/s41598-017-15831-6
**Supplement:** Supplementary file 1 — Supplementary information

## **FOXA2 alleviates CCl<sub>4</sub>-induced liver fibrosis by protecting hepatocytes in mice**

Wei Wang, Li-Jia Yao, Weifeng Shen, Kai Ding, Pei-Mei Shi, Fei Chen, Jin He, Jin Ding, Xin Zhang, Wei-Fen Xie

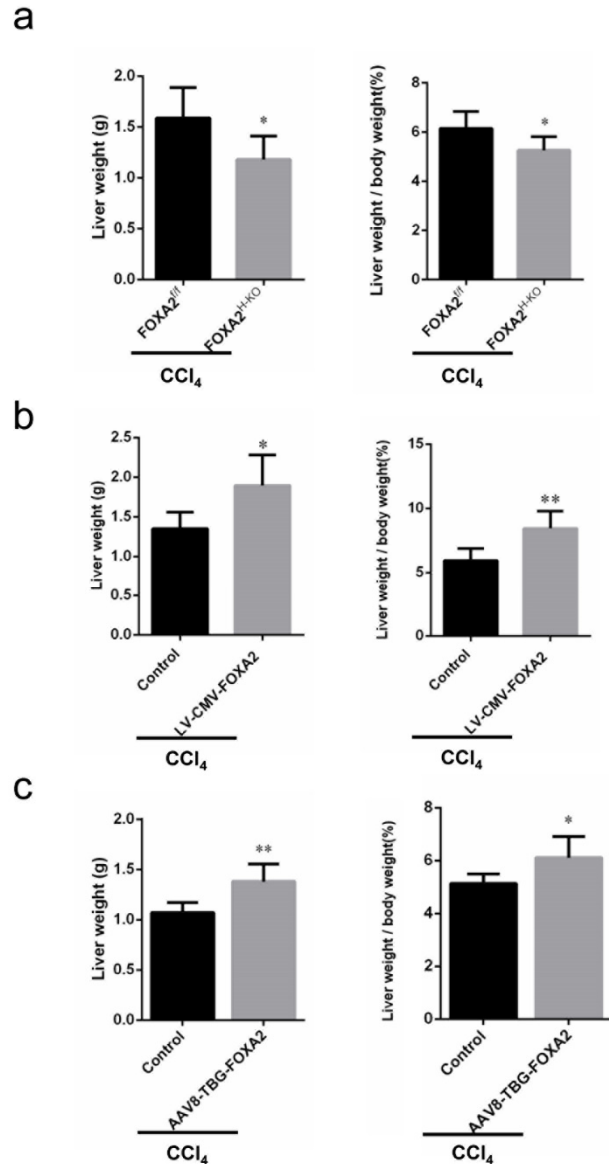

**Supplementary Figure 1. FOXA2 affects the liver weight and the liver/body weight ratios in the fibrotic mice.**

(a) Knockout FOXA2 in hepatocytes decreased the liver weight and the liver/body weight ratios in the mice treated with CCl<sub>4</sub> (n=6 mice in each group). (b) Overexpression of FOXA2 in livers increased the liver weight and the liver/body weight ratios in the fibrotic mice (n=6 mice in each group). (c) Overexpression of FOXA2 in hepatocytes increased the liver weight and the liver/body weight ratios in the fibrotic mice. (n = 8-10 mice in each group). \**P*<0.05, \*\**P*<0.01.

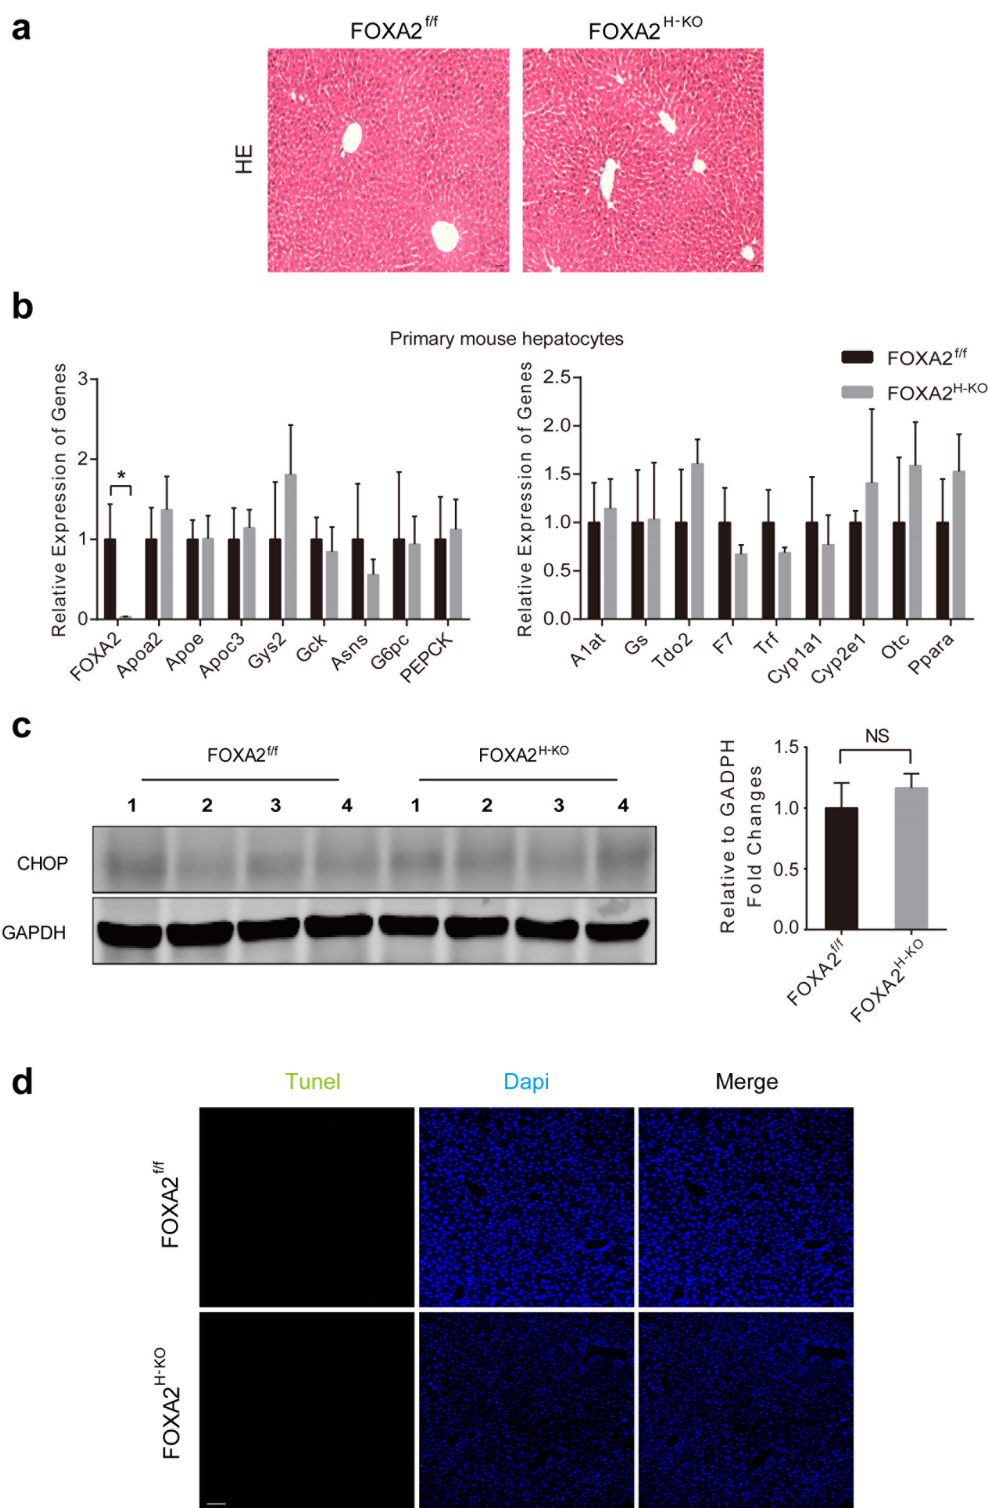

**Supplementary Figure 2. FOXA2<sup>H-KO</sup> mice without CCl<sub>4</sub> treatment show no spontaneous hepatic injury and apoptosis.**

(a) Routine H&E stain was carried out to analysis the liver histology and morphology of untreated FOXA2<sup>fl/fl</sup> and FOXA2<sup>H-KO</sup> animals. No necrosis and inflammatory cell infiltration

has been observed in the livers of FOXA2<sup>f/f</sup> and FOXA2<sup>H-KO</sup> mice. Scale bars, 50  $\mu$ m. (b) Expression of hepatic functional genes in primary hepatocytes from FOXA2<sup>f/f</sup> and FOXA2<sup>H-KO</sup> mice (n=4). (c) The protein level of CHOP in liver lysate was measured by Western blotting (n=4). (d) TUNEL assay shows that no apoptosis occurred in the liver of FOXA2<sup>f/f</sup> and FOXA2<sup>H-KO</sup> mice without CCl<sub>4</sub> treatment. Scale bars, 50  $\mu$ m. \**P*<0.05.

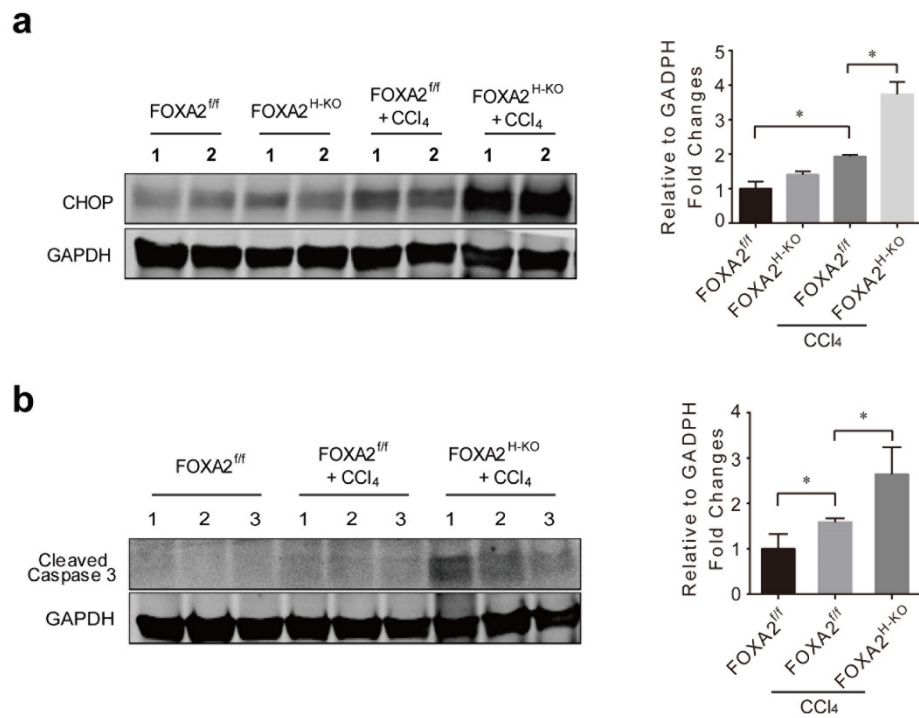

**Supplementary Figure 3 FOXA2 deficiency in hepatocytes enhances ER stress and cell apoptosis in fibrotic livers.**

(a) Western blotting for ER stress sign (CHOP) in FOXA2<sup>fl/fl</sup> and FOXA2<sup>H-KO</sup> mouse livers with or without CCl<sub>4</sub> injection as well as its quantification. (b) Representative gel image of Western blotting for the cleaved caspase 3 in livers. The ratio of cleaved caspase 3 was evaluated (n=6).

\* $P < 0.05$ .

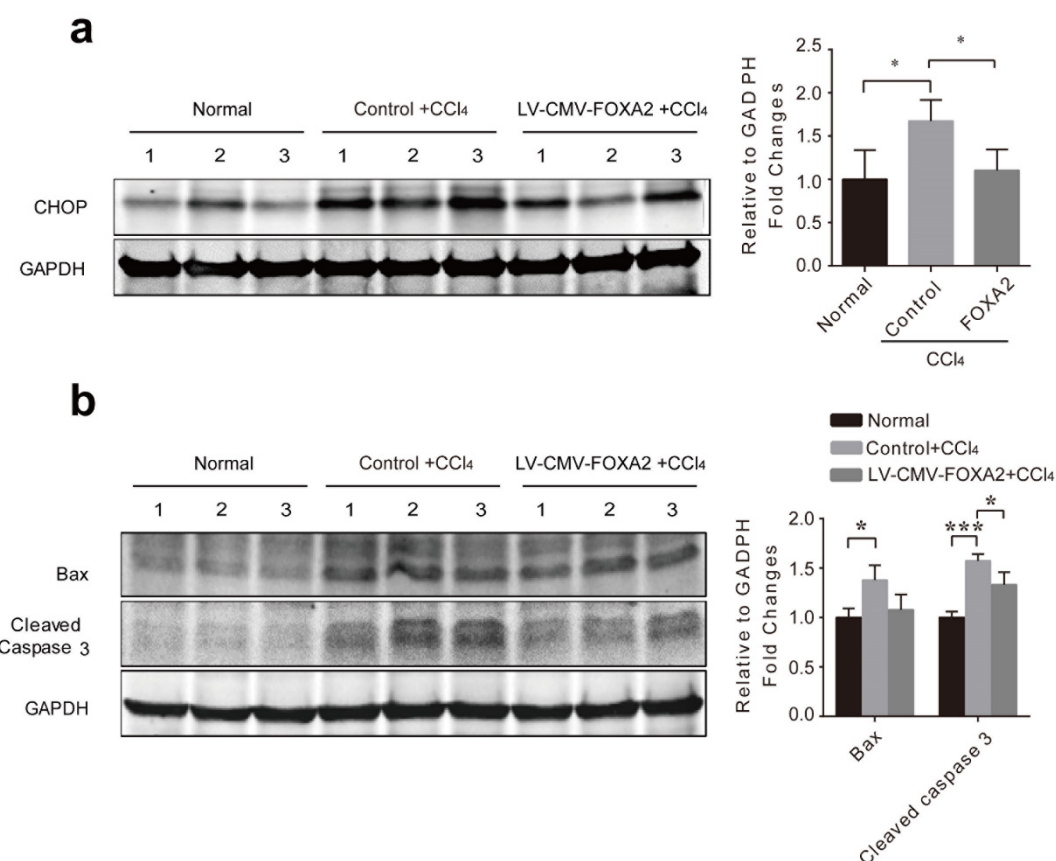

**Supplementary Figure 4. Upregulation of FOXA2 in liver inhibits ER stress and hepatic apoptosis during liver fibrogenesis.**

(a, b) Western blot was performed to analyze (a) CHOP and (b) apoptosis-related proteins (Bax and cleaved caspase 3) from liver lysates in LV-CMV-Control and LV-CMV-FOXA2-treated mice with CCl<sub>4</sub> administration and then calculated with software Image J (n=6). \* $P < 0.05$ , \*\*\* $P < 0.001$ .

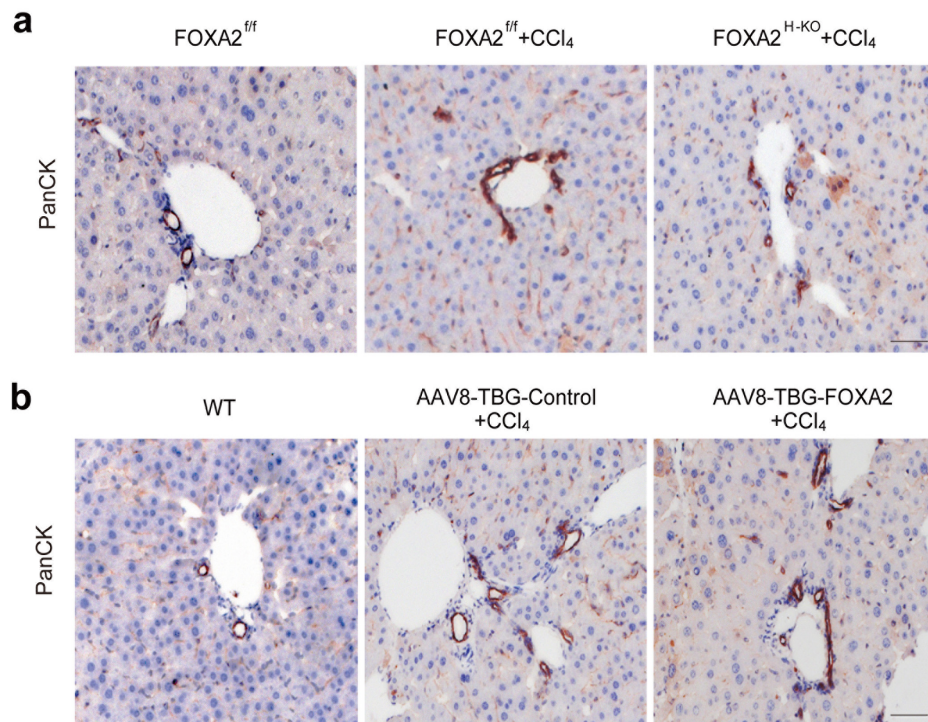

**Supplementary Figure 5. The expression of FOXA2 in hepatocytes has no effect on the bile duct response in fibrotic livers induced by  $CCl_4$ .**

(a, b) Immunohistochemistry staining of PanCK was applied to determine the duct reaction of the fibrotic livers from  $FOXA2^{f/f}$  and  $FOXA2^{H-KO}$  mice (a) or AAV-TBG or AAV8-TBG- $FOXA2$ -treated mice (b). Scale bars, 50  $\mu m$ .

**Supplementary Table 1. Primers used for Real-time PCR**

| <b>Gene</b>    | <b>Forward primer (5'- 3')</b> | <b>Reverse primer (5'- 3')</b> |
|----------------|--------------------------------|--------------------------------|
| Human FOXA2    | TTCTTTCCCGTTTTCTCCTTAT         | GAGAAGAAATCCATAACACCCCC        |
| Mouse FOXA2    | AGCACCATTACGCCTTCAAC           | CCTTGAGGTCCATTTTGTGG           |
| Mouse Col1a1   | TAAAGGGTCATCGTGGCTTC           | GACGGCTGAGTAGGGAACAC           |
| Mouse Acta2    | CTGTCCCTCTATGCCTCTGG           | AGGGCTGTGATCTCCTTCTG           |
| Mouse Apoa2    | CCATCTGTAGCCTGGAAGGA           | TTGGCCTTCTCCATCAAATC           |
| Mouse Apoe     | AACCGCTTCTGGGATTACCT           | TTCCGTCATAGTGTCTCCA            |
| Mouse Apoc3    | GGGTACTCCTTGTTGTTGC            | AAATCCCAGAACTCAGAGAAC          |
| Mouse Gys2     | CATGCCAGACACCTGACACT           | CGGAGAAGGTGGTACTGAGG           |
| Mouse Gck      | CCAGAAGGCTCAGAAGTTGG           | TCTGGTGTTTCGTCTTCACG           |
| Mouse Asns     | ATGACAAAGGAGGCATCGAG           | AAGGGCCTGACTCCATAGGT           |
| Mouse G6pc     | GGCTCCATGACTGTGGGATC           | TTCAGCTGCACAGCCCAGAA           |
| Mouse PEPCK    | GTGTCCCTCTAGTCTATGAAGC         | ATTGACTTGATCCTCCAGATAC         |
| Mouse A1at     | AGGCTGACATCCACAAGTCC           | CTCCACCAGCTTCAGGTCAT           |
| Mouse Gs       | CCTGCTTGATGCTGGAGTC            | GAAAAGTCGTTGATGTTGGA           |
| Mouse Tdo2     | TGAAAGGCCTGGAAGAAGAA           | CGCTTCTCATCAAACAAGCA           |
| Mouse F7       | ACGCCAGATGGATAGTGACC           | ACCCGTCGTACTTGCTCATC           |
| Mouse Trf      | CCGGGTTAAGGCTGTACTGA           | TTGGTGTCATCCCTGAACA            |
| Mouse Cyp1a1   | CCTGGCTGTCACCGTATTCT           | CAGCATGTGACCAATGAAGG           |
| Mouse Cyp2e1   | AGGCTGTCAAGGAGGTGCTA           | CCTTCCATGTGGGTCCATTA           |
| Mouse Otc      | CTGCAGAAGGAGCTAGAACAGT         | AGAACCATACTCGAACCACATC         |
| Mouse Ppara    | AATGCAATTCGCTTTGGAAG           | TTGCCCAGAGATTTGAGGTC           |
| $\beta$ -actin | TGTCACCAACTGGGACGATA           | GGTCTTTACGGATGTCAACG           |

**Supplementary Table 2. Primers used for the construction of recombinant plasmid**

| Gene<br>Symbol | Cloning Vector               | Forward primer (5'- 3')                           | Reverse primer (5'- 3')                     |
|----------------|------------------------------|---------------------------------------------------|---------------------------------------------|
| Cre            | pENN.AAV.TBG.PI.RBG          | CGGACGCGTGCCACCATGTCCAATTTA<br>CTGACCGTACACCAAAAT | CGCGTCGACCTAATCGCCATCTTCCA<br>GCAGGCGCACCA  |
| hFOXA2         | pENN.AAV.TBG.PI.RBG          | CGGACGCGTGCCACCATGCACTCGGCT<br>TCCAGTATGCT        | CGCGTCGACTTAAGAGGAGTTCATA<br>ATGGGCCGGGAGT  |
| hFOXA2         | pCDH-CMV-MCS-EF1-<br>copGFP  | CCGGAATTCATGCACTCGGCTTCCAGTA                      | CGCGGATCCTTAAGAGGAGTTCATA<br>ATGGGC         |
| hGFAP          | pLVX-IRES-ZsGreen1           | CCCATCGATGAGCTCCACCTCCCTCTC<br>TGTGCTGGGACTCAC    | CCGGAATTCCTTGCTCTGGCTCTGC<br>TCGCTCCTGGGATG |
| hFOXA2         | pLVX-hGFAP-IRES-<br>ZsGreen1 | CCGGAATTCGCCACCATGCACTCGGCTT<br>CCAGTATGCT        | CGCGGATCCTTAAGAGGAGTTCATA<br>ATGGGCCGGGAGT  |

How the deposited data were processed for this re-analysis (not part of the article)

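Hepatocytes of 3 FOXA2 f/f and 3 FOXA2 H-KO male mice treated with CCl_4_ for 4 weeks were sequenced, one library per mouse, and FOXA2 H-KO was compared with FOXA2 f/f. For each library the authors deposited, for 34745 Ensembl genes, the number of fragments counted on the gene and an FPKM value. The authors' counts are whole numbers without normalization. The authors' FPKM values follow from the counts: once the total count of the library is divided out, each gene has one implied length in all 6 libraries (largest relative spread 1.7e-05 over 12188 genes), so they carry no scaling between libraries other than the total count. The paper's text does not name the aligner, the counting tool, their versions, the genome build or the annotation. The gene length implied by FPKM lay within 1% of the exon length in GENCODE M21 for 27.9% of 22448 genes, so that the authors' annotation is not known to be M21, which was used here only for positions, overlaps of genes and transcript sequences on GRCm38. A gene symbol was given for 34267 genes, and the 478 others were kept under their identifiers.

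Total counts were between 20983455 and 28327765, with a median of 25597801 in FOXA2 f/f and 24208620 in FOXA2 H-KO libraries. No 2 replicates were near-identical: the chi-square of their counts was between 38.8 and 134 times its degrees of freedom.

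Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, the filterByExpr filter, which kept 14417 genes, dispersion estimation and the quasi-likelihood test without a replicate block). The standard error of a log2 fold change is its size divided by the square root of the F statistic. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fitted fold change of at least 2, the thresholds the paper states. CPM values are edgeR's counts scaled to the TMM-adjusted library size. Gene lists were tested with camera from limma 3.58.1 (preset correlation 0.01, log2 CPM with a prior count of 2), with fry and with camera under an estimated correlation beside it, and adjusted over 28 lists. Single values were compared by exact two-sided permutation tests of the 3 libraries against 3, whose smallest p is 0.1.

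The 28 lists hold the genes of Fig. 7c, 12 metabolic pathways, the unfolded protein response, apoptosis, bile acid synthesis and transport, hepatocyte identity, pericentral and periportal hepatocytes, stellate cells and fibroblasts, macrophages, endothelial cells, cholangiocytes, lymphocytes, neutrophils, male-biased and female-biased liver genes, and the cell cycle. They were written by hand from general knowledge, and the pathway lists are not KEGG's own. The genes named in the text are every gene the paper names that the counts hold, with Foxa2 first, up to 5 called genes with the highest and up to 5 with the lowest log2 fold change at a mean of at least 1 CPM and without overlap between groups, and for each list with a set test adjusted p under 0.05 the 2 members with the smallest p. Some genes that this rule gives are not reported here. Genes outside this rule are marked as chosen after their values were seen, or are named for an overlap, a primer match or as a reference gene. The tests, the lists, this rule and the first set of alternative settings were set before the data were examined.

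The first set of alternative settings was DESeq2 1.42.0 with its size factors, upper quartile normalization, library size alone, edgeR's exact test with tagwise dispersion, no filter beyond 1 count in any library, at least 10 counts in every library, limma with a trend on log2(FPKM + 1) over genes with a mean of at least 1, the replicate number as a block, each library left out in turn, a fold change tested against 2 directly, no fold threshold, unadjusted p-values, fry, and an estimated correlation between genes. Alternatives planned for normalized values alone did not apply, since counts were deposited. Another 6 alternatives were added after seeing the data: limma-voom with library quality weights, edgeR's exact test with 1 common dispersion, an endothelial score as a covariate, edgeR's likelihood ratio test, a robust quasi-likelihood test, and edgeR's exact test with counting noise only (dispersion 1e-06).

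The tests were checked on simulated counts drawn from the means, depths and dispersions of the libraries, with 200 genes changed by known fold changes, 14107 genes tested by edgeR and 14414 by DESeq2, and genes drawn independently of each other. The quasi-likelihood test called 178 of the 200, among them 90 of the 100 genes changed 4-fold, and 11 unchanged genes, and 0 of the changed genes it called had the wrong direction. DESeq2 called 188 of the 200 and 49 unchanged genes, and edgeR's exact test with tagwise dispersion 188 and 45. For the set test, in a simulation of 14417 genes, a list of 40 genes moved by 0.5 on the log2 scale had a camera adjusted p of 1.25e-17, and 0 of 27 lists left unmoved were called. The real libraries were less favourable to camera. Over the 10 ways to group them 3 against 3, the real grouping had 8 lists with an adjusted p under 0.05. The other groupings had 3 to 16, and 7 of the 10, the real one included, had at least as many as the real one.

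GC content and gene length were corrected by removing each library's trend with both. Primer sequences of the supplement were matched to the M21 transcripts. The deposited table of all samples repeats the values of the single libraries and was not used. Reads, and the untreated mice of Supplementary Fig. 2b, were not analysed here.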

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

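The explanation by single libraries, the comparison of macrophage with endothelial genes and the correction for GC content and gene length were tests chosen only after the results of the lists were seen. The regrouping of the libraries was a fixed step for every list.

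Genes of 4 cell types other than hepatocytes, which the paper did not examine in these libraries, were higher as sets in FOXA2 H-KO than in FOXA2 f/f hepatocyte preparations of CCl_4_-treated mice. In the macrophage list 17 of 20 genes were higher (median log2 fold change 0.33, camera adjusted p = 0.00169), in the stellate cell and fibroblast list 18 of 21 (0.29, camera adjusted p = 0.0206), in the cholangiocyte list 10 of 11 (0.72, camera adjusted p = 0.00884) and in the lymphocyte list 10 of 11 (0.29, camera adjusted p = 0.0344). Most genes of the last 2 lists had low counts. A mean of at least 10 CPM was reached by 3 of 11 cholangiocyte genes and 1 of 11 lymphocyte genes. Over genes with at least 10 counts in every library, the camera adjusted p was 0.0033 for cholangiocyte and 0.242 for lymphocyte genes. For each of the 4 lists the adjusted p was 0.964 under limma's fry test and 0.891 with the correlation between genes estimated by camera. In single genes, 0 members of the 4 lists were called, and 0 stellate cell, 1 macrophage, 2 cholangiocyte and 0 lymphocyte genes had an unadjusted p under 0.05.

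The macrophage genes with the smallest p were Ccr2 (log2 fold change 0.89, standard error 0.24) and Trem2 (log2 fold change 0.74, standard error 0.53). In the stellate cell list they were Reln (log2 fold change −0.52, standard error 0.23), opposite to its list, and Timp1 (log2 fold change 0.59, standard error 0.39). In the cholangiocyte list they were Spp1 (log2 fold change 1.02, standard error 0.42), of whose exonic sequence 18.8% overlaps another gene, and Krt7 (log2 fold change 1.02, standard error 0.43). In the lymphocyte list the smallest p was that of Ms4a1 (log2 fold change 0.99, standard error 0.49), which was below 1 CPM. The adjusted p-values of these 7 genes in edgeR's quasi-likelihood test were between 0.689 and 0.983.

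Dependence on single libraries, not on one alone, is a candidate explanation for the 4 lists. Without FOXA2 f/f replicate 2 the medians of the macrophage, stellate cell and lymphocyte lists were −0.01, 0.08 and −0.04, and the smallest camera adjusted p of the 3 was 0.864. That library had the lowest scores of all 6 for macrophage (−1.292), stellate cell (−0.796), lymphocyte (−1.375) and endothelial genes (−0.893). Without FOXA2 H-KO replicate 1, however, the camera adjusted p of the macrophage, stellate cell and lymphocyte lists was 0.0894, 0.215 and 0.136. That of the stellate cell list was 0.219 without FOXA2 f/f replicate 1, and that of the lymphocyte list 0.0841 without FOXA2 H-KO replicate 2. Leaving out FOXA2 f/f replicate 4 went the other way. The macrophage, stellate cell and lymphocyte medians were then 0.97, 0.84 and 1 (camera adjusted p = 7.31e-08, 1.7e-06 and 0.00047). The cholangiocyte list kept a median of 0.45 and a camera adjusted p of 0.0441 without FOXA2 f/f replicate 2, but had a median of 0.21 and an adjusted p of 0.215 without FOXA2 H-KO replicate 1 and an adjusted p of 0.19 without FOXA2 f/f replicate 4. Its median was highest, at 1.14 (camera adjusted p = 0.000593), without FOXA2 f/f replicate 1.

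Of the 10 ways to group the 6 libraries 3 against 3, as small a camera p as in the real grouping was found in 6 for the macrophage list, 5 for the stellate cell list, 7 for the lymphocyte list and 3 for the cholangiocyte list. The real grouping is counted in each. A difference between the genotypes and a difference between single libraries cannot be told apart by this test for any of the 4 lists.

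Fewer hepatocytes in the FOXA2 H-KO preparations could raise the genes of all other cells together. The macrophage score minus the endothelial score was 0.4 higher in FOXA2 H-KO (SD 0.18 and 0.47, n = 3, exact two-sided permutation p = 0.3), so that a general loss of hepatocytes and a gain of macrophages cannot be told apart. After removal of the trends with GC content and gene length, the camera adjusted p-values were 0.000397 for macrophage, 0.00379 for stellate cell, 0.00248 for cholangiocyte and 0.00771 for lymphocyte genes, so these trends do not account for the 4 lists. The calls did depend on the scale. With library size alone the camera adjusted p was 0.0567 for macrophage, 0.155 for stellate cell, 0.174 for lymphocyte and 0.0373 for cholangiocyte genes, and on FPKM it was 0.0512, 0.174, 0.572 and 0.0987, so that 3 and then all 4 lists lost their call. Their medians stayed above 0, and the cause was not tested.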

How the results depend on the processing

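The 6 alternatives marked as added were chosen only after the results were seen, and the others were planned.

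DESeq2 called 75 genes, 27 higher and 48 lower in FOXA2 H-KO, and edgeR's exact test with tagwise dispersion 64, 24 higher and 40 lower; each called 1 gene of Fig. 7c lower, Asns. With a filter of 1 count in any library, 2 genes were called, Vldlr higher (1) and Foxa2 lower. Upper quartile normalization, at least 10 counts in every library and no fold threshold left 1 gene. Unadjusted p-values gave 254 genes, 120 higher and 134 lower. In the simulated counts, DESeq2 and the exact test also called more unchanged genes than the quasi-likelihood test.

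No gene was called (0, and 0 lower) in 4 settings with all 6 libraries, nor in 5 of the 6 fits that left one out. The count at an unadjusted p under 0.05 was 723 with library size alone, 648 in limma on FPKM, 682 with the replicate block and 92 with the fold change tested against 2 directly. The adjusted p of Foxa2 in these 4 settings was 0.124 (edgeR), 0.0958 (limma), 0.0536 (edgeR with the block) and 0.0658 (edgeR against a fold of 2). Over all the settings chosen beforehand it ranged from 4.05e-29 to 0.499. The replicate number is not known to link a FOXA2 f/f with a FOXA2 H-KO mouse. The deviations of each library from its group mean were correlated between libraries with the same number, which gave −0.07, 0.03 and −0.23. The block thus takes degrees of freedom without a known pairing to remove.

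Among the added alternatives, limma-voom with library quality weights called 4 genes, 3 higher, the endothelial score as a covariate 2, 1 higher, and the robust test 1. The likelihood ratio test of edgeR called 70 genes, 27 higher and 43 lower, with 1 gene of Fig. 7c lower. With 1 common dispersion for all genes the exact test called 256 genes, 109 higher and 147 lower, and with counting noise only 389, 191 higher and 198 lower; each called 2 genes of Fig. 7c lower.

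With each library left out in turn the count of called genes ran from 0 to 6, higher from 0 to 3 and lower from 0 to 3, with the 6 called without FOXA2 f/f replicate 2. The fit without FOXA2 f/f replicate 4 called 0 genes, and 2424 had an unadjusted p under 0.05. Gene lists with a camera adjusted p under 0.05, 8 in the main setting, ran from 1 without FOXA2 H-KO replicate 1 to 13 without FOXA2 f/f replicate 4. Under fry and with the estimated correlation there were 0, and 2 lists had an unadjusted p under 0.05 in fry.

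With library size alone the values that changed sign were retinol metabolism 0.03, maturity onset diabetes of the young 0.02, biosynthesis of unsaturated fatty acids 0.07, fatty acid degradation 0.04, drug metabolism by cytochrome P450 0, hepatocyte identity 0.01, periportal hepatocyte 0.05, cell cycle 0.01, Apoe 0.03, Bax 0.06, Hnf4a 0.06, Cebpa 0.13. On FPKM they were retinol metabolism 0.06, biosynthesis of unsaturated fatty acids 0.07, arginine and proline metabolism 0.02, fatty acid degradation 0.03, drug metabolism by cytochrome P450 0.02, steroid hormone biosynthesis 0.01, hepatocyte identity 0, periportal hepatocyte 0.05, endothelial cell 0.17, female-biased liver genes 0.42, cell cycle 0.02, Apoe 0.02, Bax 0.08, Hnf4a 0.06, Cebpa 0.14. With the replicate block the changes were endothelial cell 0.07, Cebpa 0.03. Cebpa, close to 0 in the main setting, also changed sign with upper quartile normalization (0.01), at least 10 counts in every library (0), the endothelial score (0.01) and counting noise only (0.01). In limma-voom with library quality weights Foxa3 was −0.04.

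The lists whose median changed sign in any fit without one library ranged as follows: hepatic function genes of Fig. 7c −0.08 to 0.15, retinol metabolism −0.21 to 0.01, biosynthesis of unsaturated fatty acids −0.17 to 0.06, fatty acid degradation −0.18 to 0.12, glycerolipid metabolism −0.07 to 0.01, PPAR signaling −0.03 to 0.19, steroid hormone biosynthesis −0.36 to 0.01, lysosome −0.05 to 0.10, apoptosis −0.05 to 0.03, pericentral hepatocyte −0.09 to 0.45, periportal hepatocyte −0.25 to 0.03, macrophage −0.01 to 0.97, endothelial cell −0.40 to 0.54, lymphocyte −0.04 to 1.00, neutrophil −0.69 to 0.21, male-biased liver genes −0.25 to 0.52, cell cycle −0.21 to 0.08. The genes were Foxa1 −0.02 to 0.31, Foxa3 −0.06 to 0.25, Apoc3 −0.08 to 0.23, Serpina1b −0.17 to 0.31, Serpina1d −0.38 to 0.03, Ddit3 −0.17 to 0.51, Bax −0.13 to 0.02, Acta2 −0.38 to 0.49, Col1a1 −0.14 to 0.85, Hnf4a −0.13 to 0, Onecut1 −0.96 to 0.48, Cebpa −0.12 to 0.24. The cause of these changes was not tested.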

Differences from the paper's values

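The likelihood ratio, common dispersion and counting noise settings, the comparison of the primers with transcripts, the division by Actb and the SD from both groups in place of that of FOXA2 H-KO alone were chosen only after the differences were seen.

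The paper reports 544 differentially expressed genes between FOXA2 H-KO and FOXA2 f/f mice with fibrosis at a false discovery rate of 5% and a fold change of 2. The deposited counts gave 1 gene at these thresholds with edgeR's quasi-likelihood test. The settings chosen beforehand gave between 0 and 254 genes, the highest with p-values left unadjusted. Of the added ones, edgeR's exact test with counting noise only gave 389 genes, the one setting within 1.5 times of the reported count. That setting treats the 3 mice of a group as repeated draws from one sample, and in simulated counts 255 of its 453 calls were unchanged genes. A test without a spread between mice is thus a candidate explanation for part of the higher count, but the paper's text does not name its test. In the quasi-likelihood fit, 425 of the 14417 genes tested differed at least 2-fold regardless of p. Another test on the genes and fold changes of that fit could therefore not reach 544.

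The ratios of FOXA2 H-KO to FOXA2 f/f after CCl_4_ that the paper measured by real-time PCR (Fig. 7c, read by eye) are lower than those in the counts for 14 of the genes compared here. The ratio in the counts is given with an SD propagated from both groups (n = 3 each) and the range over the settings chosen beforehand: Foxa2 about 0.018 against 0.07 ± 0.03 (0.06 to 0.08), Apoa2 about 0.27 against 0.77 ± 0.29 (0.65 to 0.93), Apoe about 0.43 against 0.93 ± 0.11 (0.89 to 1.02), Apoc3 about 0.61 against 1.06 ± 0.26 (0.95 to 1.17), Gys2 about 0.13 against 0.84 ± 0.27 (0.77 to 0.98), PEPCK about 0.41 against 1.27 ± 0.61 (1.08 to 1.61), A1at about 0.16 against 1.16 ± 0.46 (0.94 to 1.35). The others (Fig. 7c, read by eye) were Gs about 0.1 against 1.23 ± 0.51 (1.02 to 1.47), Tdo2 about 0.36 against 1.67 ± 0.21 (1.58 to 1.81), F7 about 0.38 against 0.67 ± 0.16 (0.6 to 0.75), Trf about 0.17 against 0.76 ± 0.18 (0.7 to 0.85), Cyp2e1 about 0.13 against 1.65 ± 1.02 (1.24 to 2.17), Otc about 0.36 against 0.82 ± 0.19 (0.74 to 0.9), Ppara about 0.36 against 1.28 ± 0.35 (1.17 to 1.44). No setting chosen beforehand closes any of these 14 differences. For 3 genes the ratio in the counts was near that of the figure (Fig. 7c, read by eye): Asns about 0.26 against 0.23 ± 0.14 (0.18 to 0.33), G6pc about 0.42 against 0.43 ± 0.33 (0.36 to 0.7), Cyp1a1 about 0.53 against 0.58 ± 0.72 (0.22 to 0.86). For G6pc the ratio rose to 0.7 without FOXA2 f/f replicate 2, and for Cyp1a1 the spread is too wide to tell. Of the 16 genes compared besides Foxa2, 16 are lower in the figure and 9 have a ratio under 1 in the counts.

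The 2 measurements differ in method, in the number of mice and possibly in the mice. The real-time PCR is normalized to beta actin, and dividing the counts by Actb moved the median log2 change of the 16 genes from −0.18 to −0.31, where the figure has about −1.5 (Fig. 7c, read by eye), so this normalization does not account for the difference. Of the printed primers, the pair for Otc matches no Otc transcript (8 and 9 mismatches) and matches Pou5f1, which had 0 counts in all 6 libraries. The pairs for Apoc3 (7 and 5 mismatches) and PEPCK (2 and 3) match no transcript of their gene exactly, nor does 1 primer each for Apoe (3 mismatches), G6pc (3) and Gs (6). The A1at pair matches transcripts of Serpina1a, Serpina1b, Serpina1c, Serpina1d and Gm8893, but not Serpina1e with both primers. The A1at ratio in the counts includes Serpina1e (log2 fold change 1.56). Those of the matched Serpina1 genes ran from −0.19 to 0.38, where the figure has about −2.64 (Fig. 7c, read by eye). The other genes that differ have matching primers, so the primers do not account for all the differences. The cause was not tested further.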

Other observations

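The regrouping of the 6 libraries was a fixed step. The endothelial covariate, the explanation by FOXA2 f/f replicate 2, the correction for GC content and gene length, the comparison with hepatocyte identity genes, the division by Actb, the reading of sex-biased genes and the list without Foxa2 were tests chosen only after the results were seen. That the sex-biased lists leave the question open was also decided after their values were seen.

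If many genes changed, the small number of calls is not explained by weak libraries alone, as far as simulation can tell. In simulated counts with the depth and spread of these libraries the quasi-likelihood test called 90% of 4-fold changes. Without FOXA2 f/f replicate 2, 6 genes were called, so that 1 atypical library does not account for the distance to the 544 genes of the paper. With an endothelial score as a covariate the count rose from 1 to 2 genes, and genes with an unadjusted p under 0.05 rose from 745 to 1151. Both moved in the direction expected if a varying share of other cells hides calls. A rise by 1 called gene is too small for this explanation to be told apart from none. The rise in small p-values was not tested further, so the explanation stays open. Of the 10 groupings of the 6 libraries, the real one was the 1 with a call, and for a count of 1 gene 10 groupings are too few for chance to be told apart. This holds for the count and not for Foxa2, the deleted gene and named in advance, whose adjusted p of 4.05e-29 in DESeq2 and log2 fold change of at most −3.63 in every fit without one library argue against chance. An unadjusted p under 0.05 was found in 745 genes in the real grouping and in 141 to 1697 genes in the others. The real grouping was thus not unusual in the number of small p-values, and 4 of the 10 groupings, the real one included, had as many.

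The FOXA2 f/f libraries differed more from each other than the FOXA2 H-KO libraries did. Correlations were 0.947 to 0.972 within FOXA2 f/f, 0.978 to 0.984 within FOXA2 H-KO and 0.952 to 0.98 between the groups. The first principal component held 47.6% of the variance and set FOXA2 f/f replicate 2 apart.

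The unfolded protein response list was lower in FOXA2 H-KO, in 29 of 35 genes (median log2 fold change −0.32, camera adjusted p = 0.000527, fry adjusted p = 0.964). The 2 members with the smallest p were Asns and Vldlr, which was higher (log2 fold change 1.66, standard error 0.21) and was called by DESeq2, by edgeR's exact test with tagwise dispersion and with a filter of 1 count in any library. Ddit3, which encodes CHOP, had a log2 fold change of 0.20 (standard error 0.40). Dependence on 1 library is a candidate explanation for the list, since without FOXA2 f/f replicate 2 its median was −0.06 and its camera adjusted p 0.114. As small a camera p was found in 2 of the 10 groupings, which cannot be told apart from chance. GC content and gene length do not account for it (camera adjusted p = 0.00115 after the correction). The hepatocyte identity list had a median of −0.12, so that a smaller share of hepatocytes and a lower unfolded protein response cannot be told apart for part of the shift.

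In the 10 groupings, as small a camera p as in the real one was found in 3 for the list of valine, leucine and isoleucine degradation, in 6 for tryptophan metabolism and in 1, the real grouping alone, for maturity onset diabetes of the young. Chance cannot be told apart for any of the 3. After the correction for GC content and gene length the camera adjusted p was 0.00248 for the first of these lists, which these trends thus do not account for. It was 0.0833 for the second and 0.0659 for the third, so both lost their call, and a part of these trends in them stays open. The deleted gene itself may carry the last of them, whose camera adjusted p was 0.22 without Foxa2.

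Dividing by Actb gave a median log2 change of −0.31 for 16 genes of Fig. 7c, with 10 of them lower, and dividing by Gapdh gave 0.12. Actb itself had a log2 fold change of 0.16 and Gapdh of −0.36, so the choice between these 2 reference genes could change the direction.

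Of the other genes the paper names, Bax had a log2 fold change of −0.04, Acta2 of 0.16, Col1a1 of 0.27, Foxa1 of 0.13 and Foxa3 of 0.10, with adjusted p-values of edgeR's quasi-likelihood test between 0.983 and 0.993. The apoptosis list had a median of 0.01 (camera adjusted p = 0.808).

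Oat (log2 fold change 1.89, standard error 0.30), chosen after its values were seen, was higher in all 3 FOXA2 H-KO libraries than in any FOXA2 f/f library, with an adjusted p of 0.539 in edgeR's quasi-likelihood test. It was called higher by DESeq2 and by edgeR's exact test with tagwise dispersion, both chosen beforehand, and in 5 of the 6 settings added after seeing the data.

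Male-biased liver genes had a median of 0 (camera adjusted p = 0.784) and female-biased genes of −0.52 (camera adjusted p = 0.53), so that whether FOXA2 loss might shift the 2 sets apart cannot be told apart from the spread between libraries. Without FOXA2 f/f replicate 2 the male-biased list was higher, with a median of 0.52 (camera adjusted p = 8.16e-05), and the female-biased list had a median of −0.38 (camera adjusted p = 0.301), so the explanation stays open.

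The medians of the remaining lists were −0.12 for endothelial cells (camera adjusted p = 0.429), −0.31 for neutrophils (camera adjusted p = 0.415) and −0.11 for the cell cycle (camera adjusted p = 0.141). Without FOXA2 f/f replicate 2 the neutrophil list was at −0.69 (camera adjusted p = 1.38e-05) and the endothelial cell list at −0.40 (camera adjusted p = 0.0337), but the endothelial cell list was at 0.54 (camera adjusted p = 1.8e-05) without FOXA2 f/f replicate 4. The cell cycle list had a camera adjusted p of 0.0304, 0.00704 and 0.00559 without FOXA2 f/f replicate 1, FOXA2 f/f replicate 4 and FOXA2 H-KO replicate 4. The cause was not tested.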
